# The combination of zalfermin and semaglutide has additive therapeutic effects in a diet-induced obese and biopsy-confirmed mouse model of MASH

**DOI:** 10.1371/journal.pone.0331665

**Published:** 2025-10-28

**Authors:** Jenny Norlin, Maria Dermit, Nikos Sidiropoulos, Elisabeth D. Galsgaard, Henrik H. Hansen, Michael Feigh, Sanne S. Veidal, Markus Latta, Emma Henriksson, Birgitte Andersen

## Abstract

Fibroblast growth factor 21 (FGF21) analogs have significant therapeutic potential in metabolic dysfunction–associated steatohepatitis (MASH) but limited body weight effects in patients with MASH. This study investigated the effect of combined treatment with the FGF21 analog zalfermin and the glucagon-like peptide-1 receptor agonist semaglutide on body weight and plasma and liver biochemistry and histology in a mouse model of MASH. Amylin liver nonalcoholic steatohepatitis diet-induced obese-MASH mice with biopsy-confirmed MASH and fibrosis were administered (subcutaneous [SC], daily [QD]) vehicle, zalfermin (0.05 or 0.2 mg/kg), semaglutide (3 or 120 µg/kg), or zalfermin 0.05 mg/kg + semaglutide 3 µg/kg for 8 weeks (n = 11–12 per group). Vehicle-dosed (SC, QD) chow-fed mice served as normal controls (n = 10). Pre- to post-liver biopsy histology was compared for within-subject evaluation of changes in non-alcoholic fatty liver disease Activity Score (NAS), fibrosis stage, and quantitative histology. Additional endpoints included plasma/liver biochemistry and liver RNA sequencing. Combined low-dose zalfermin and semaglutide treatment resulted in super-additive body weight loss (−18%) vs. individual low-dose monotherapies (zalfermin, −6%; semaglutide, −4%) and was equally effective as high-dose zalfermin monotherapy (−16%) and semaglutide (−15%). Low-dose combination therapy promoted greater benefits on transaminases, total cholesterol and triglycerides, NAS, steatosis, and inflammation vs. individual low-dose monotherapies and high-dose semaglutide, and high-dose zalfermin was as effective as the low-dose combination therapy on most endpoints. Combination treatment reduced gene expression markers of fibrosis to a greater degree than monotherapies. In conclusion, combined low-dose zalfermin and semaglutide, as well as high-dose zalfermin, resulted in beneficial effects on body weight and biochemical and histological endpoints, supporting the clinical development of zalfermin as therapy for patients with MASH.

## Introduction

Metabolic dysfunction–associated steatotic liver disease (MASLD), formerly known as non-alcoholic fatty liver disease (NAFLD), is characterized by hepatic steatosis and at least one cardiometabolic risk factor (e.g., type 2 diabetes, obesity, hyperlipidemia) [1]. MASLD can progress to a more severe form of the disease, metabolic dysfunction–associated steatohepatitis (MASH), formerly known as non-alcoholic steatohepatitis (NASH) [2]. MASH is strongly associated with the development of liver fibrosis, which is the major risk factor for development of cirrhosis, primary liver cancer, and end-stage liver disease. Several molecular targets and drugs are currently being explored, and there is a strong rationale for determining drug combinations that can improve treatment outcomes in MASH [3].

Fibroblast growth factor 21 (FGF21) is a metabolic regulator mainly secreted from the liver [4], which signals through the FGF receptors FGFR1, FGFR2, and FGFR3 but only in the presence of its obligate co-receptor β-klotho (KLB) [5]. In mice, FGF21-receptor complexes are expressed in adipose tissue, liver, pancreas, and specific areas of the central nervous system [4]. In preclinical studies, FGF21 lowered plasma insulin, triglycerides, liver fat,and body weight [6], which led to high expectations for a novel, efficacious treatment for obesity, type 2 diabetes, dyslipidemia, and MASH [7]. Although the clinical efficacy on body weight of FGF21 analogs has been limited, significant and clinically meaningful effects on lipids and MASH parameters have been demonstrated [8–10]. Recently, the long-acting Fc-FGF21 analog efruxifermin established therapeutic potential in MASH [8]. Other long-acting FGF21 analogs, including pegozafermin, BOS-580 (LLL580), and zalfermin, are being investigated in clinical trials for MASH [8,9,11–13]. Zalfermin is a novel, long-acting, fatty acid–modified FGF21 analog for which clinical data support once-weekly dosing [13].

Long-acting glucagon-like peptide-1 (GLP-1) receptor agonists (RAs) are widely used for the management of type 2 diabetes [14], and semaglutide has also been approved for the treatment of obesity [15]. Importantly, semaglutide treatment for 72 weeks significantly improved MASH resolution in patients with MASH with fibrosis stage F2–F3 compared with placebo [16], and semaglutide is currently in phase 3 clinical development for MASH (ESSENCE; NCT04822181) [16]. The complementary modes of action of FGF21 and GLP-1 have led to the notion that combination therapy with FGF21 analogs and GLP-1RAs may have synergistic effects in MASH [17,18]. Accordingly, a phase 2b study (NCT05016882) is in progress to investigate the effect of zalfermin in combination with semaglutide in patients with MASH with fibrosis stage F2–F3 or compensated cirrhosis (stage F4c).

The present preclinical study aimed to characterize the benefits and molecular mechanisms of combination therapy with zalfermin and semaglutide in the amylin liver nonalcoholic steatohepatitis (AMLN) diet-induced obese (DIO)-MASH mouse, a translational model of biopsy-confirmed MASH and fibrosis [19,20], with emphasis on clinically relevant endpoints and liver transcriptome changes.

## Materials and methods

### Ethics

The Danish Animal Experiments Inspectorate approved all experiments (license #2013-15-2934-00784). All animal experiments conducted were approved by the internal Gubra Animal Welfare Body, were in full compliance with internationally accepted principles for the care and use of laboratory animals, and conformed to the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

### Animals

Male C57BL/6J mice (5–6 weeks old) were from Janvier Labs (Le Genest Saint Isle, France) and housed in a controlled environment (12 h light/dark cycle, lights on at 3 a.m., 21 ± 2°C, humidity 50 ± 10%). Each animal was identified by an implantable subcutaneous microchip (PetID Microchip, E-vet, Haderslev, Denmark). Mice had ad libitum access to tap water and chow (3.22 kcal/g, Altromin 1324; Brogaarden, Hoersholm, Denmark) or AMLN diet (4.5 kcal/g; 40 kcal-% fat, of these 22% trans-fat and 26% saturated fatty acids by weight; 22% fructose, 10% sucrose, 2% cholesterol; D09100301, Research Diets, New Brunswick, NJ). Mice were fed chow or AMLN diet for 36 weeks before initiation of treatment (Fig 1A). Animals underwent liver biopsy for assessment of baseline histopathology, as described in detail previously [21]. Animals were single-housed after the operation and allowed to recover for 3 weeks before the start of treatment. Only AMLN DIO-MASH mice with moderate-to-severe steatosis (score ≥2) and fibrosis (stage ≥F1) were included and evaluated using standard clinical biopsy histopathological scoring criteria [2].

**Fig 1:**
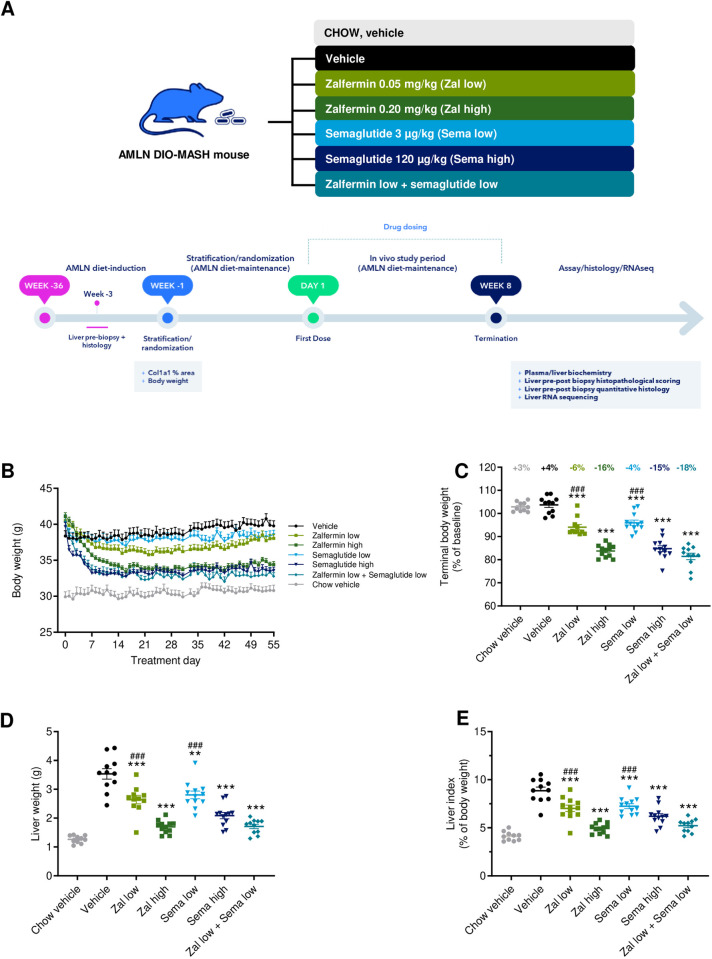
Low-dose zalfermin-semaglutide combination therapy shows synergistic effects on weight loss and hepatomegaly. **(A)** Study outline. AMLN DIO-MASH mice (n = 11–12 per group); vehicle-dosed, chow-fed mice served as normal controls (n = 10). **(B)** Body weight (g) over the entire treatment period. **(C)** Terminal body weight (g). Group-average change in body weight compared with baseline is indicated for each treatment group. **(D)** Liver weight (g). **(E)** Liver index, calculated as liver weight relative (%) to body weight. Abbreviations: AMLN, amylin liver nonalcoholic steatohepatitis; Col1a1, alpha-1 type I collagen; DIO, diet-induced obese; MASH, metabolic dysfunction–associated steatohepatitis; RNAseq, RNA sequencing; sema, semaglutide; zal, zalfermin. ***p < 0.001 vs. DIO-MASH vehicle; **p < 0.05 vs. DIO-MASH vehicle; ^###^*p* < 0.001 vs. zalfermin low + semaglutide low.

### Intervention treatment

AMLN DIO-MASH mice were randomized and stratified to treatment (n = 11–12 per group) based on baseline quantitative alpha-1 type I collagen (Col1a1) staining (primary factor; proportionate [%] area, see below) and body weight (secondary factor). Chow-fed mice served as normal controls (n = 10). AMLN DIO-MASH mice were dosed (subcutaneously [SC], daily [QD]) for 8 weeks with vehicle, zalfermin 0.05 mg/kg (low-dose zalfermin), zalfermin 0.2 mg/kg (high-dose zalfermin), semaglutide 3 µg/kg (low-dose semaglutide), semaglutide 120 µg/kg (high-dose semaglutide), or zalfermin 0.05 mg/kg + semaglutide 3 µg/kg (two separate injections) (low-dose zalfermin-semaglutide). Low-dose zalfermin-semaglutide combination treatment aimed to promote a weight loss equivalent to that attained by individual high-dose monotherapies. For semaglutide, the selected high dose aimed to reflect a clinically relevant dose in patients with MASH but adjusted for shorter circulating half-life in mice compared with humans (7.5 vs. 168 h) [22,23]. Body weight was measured daily over the entire dosing period. Twenty-four-hour food intake was measured daily during the first 14 days of treatment and once weekly thereafter (on treatment days 19, 26, 33, 40, 47, and 53). Animals were terminated by cardiac puncture under isoflurane anesthesia.

### Plasma and liver biochemistry

Four-hour-fasted terminal blood was sampled from the tail vein, kept on ice, and centrifuged (5 min, 4°C; 6000 g) to generate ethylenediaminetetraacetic acid-stabilized plasma. Plasma alanine aminotransferase (ALT), aspartate aminotransferase (AST), triglycerides (TG), total cholesterol (TC), and liver TG and TC levels were determined as described previously [21].

### Liver histology

Baseline and terminal liver biopsy samples (both from the left lateral lobe) were fixed overnight in 4% paraformaldehyde. Liver tissue was paraffin-embedded and sectioned (3 μm thickness). Sections were stained with hematoxylin-eosin (HE), picro-Sirius Red (PSR; Sigma-Aldrich, Brøndby, Denmark), anti-cluster of differentiation molecule 11B (anti-CD11b [Integrin αM]) (cat. ab1333357, AbCam, Cambridge, UK), anti-galectin-3 (cat. 125402; Biolegend, San Diego, CA), anti-alpha-smooth muscle actin (α-SMA, cat. ab124964; Abcam, Cambridge, UK), or anti-Col1a1 (cat. 1310−01; Southern Biotech, Birmingham, AL) using standard procedures [21]. Histopathological scoring of steatosis, lobular inflammation, hepatocyte ballooning, and fibrosis stage was performed using the NASH Clinical Research Network scoring system as outlined by Kleiner et al. [2]. Histopathological scores were assessed using an automated deep learning–based image analysis pipeline (Gubra Histopathological Objective Scoring Technique, GHOST), validated previously [24]. Digital image analysis, using the Visiomorph software (Visiopharm, Hørsholm, Denmark), was applied for quantification of markers of inflammation (CD11b, Gal-3), fibrosis (Col1a1), and fibrogenesis (α-SMA) on immunohistochemically stained slides. Area fractions of immunopositive staining were expressed as percentages relative to total parenchymal (fat-free) area by subtracting the corresponding fat area determined on adjacent HE sections.

### RNA sequencing

RNA was extracted from snap-frozen terminal liver samples (15–20 mg fresh tissue, n = 8 per group) and liver transcriptome analysis was performed by RNA sequencing analysis, as previously described in detail [25]. RNA sequence libraries were prepared using NeoPrep (Illumina, San Diego, CA) and the Illumina TruSeq stranded mRNA Library kit for NeoPrep (Illumina) and sequenced using the NextSeq 500 (Illumina) with NSQ 500 hi-Output KT v2 (75 CYS, Illumina). RNA sequencing data were aligned with STAR v2.5.2a using decoy-aware indexes (GRCm38_89). Quality control and alignment statistics were obtained with *MultiQC* (v1.11). All subsequent data processing and analyses were performed in R (v4.2.0) using the *tidyverse* packages (v2.0.0). After loading of RNA sequencing data, *DESeq2* v1.36.0 (default parameters) was used for the quality control and differential expression analyses. Only genes that were expressed in at least three samples with five reads or more were kept for testing of differential expression. Log-fold changes were adjusted using *DESeq2* and Benjamini–Hochberg’s method (5% false discovery rate [FDR < 0.05]) was used for multiple testing correction of *p*-values. Overlap of differentially expressed genes was visualized using the *UpSetR* package (v1.4.0). Heatmaps depicting changes in MASH and fibrosis-associated candidate gene expression were prepared using the *pheatmap* package (v1.0.12). Venn diagrams were prepared using the *eulerr* package (v7.0.0). 

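The 8 mice dosed with low-dose semaglutide (3 ug/kg) were compared with each other and with the 48 mice of the other 6 groups, using the number of liver RNA sequencing reads that the authors counted on each gene. Mice of a group are numbered here from 1 to 8 in the order of the sample numbers in their labels, and the deposited count table marks none of them as excluded. The counts were transformed with DESeq2's vst, and the 500 genes with the largest variance over all 56 mice went into a principal component analysis. On the first component (PC1), low-dose semaglutide mouse 6 lay at 17.6 and the other 7 mice of the group between -14.1 and -1.99. Across genes, which are not independent replicates, the mean Spearman correlation of mouse 6 with the other mice of its group was 0.967, and the other 7 mice had values from 0.981 to 0.986. The correlation of mouse 6 averaged 0.974 with the chow-fed mice and 0.959 with the DIO-MASH vehicle mice. Its counts summed to 9193602 reads, within the range of the other 7 mice (8037163 to 20885786). The positions of the 7 low-dose semaglutide points in Fig 5A were read by eye. They were matched to the positions computed with each low-dose semaglutide mouse left out in turn, in the pairing with the smallest summed distance. Without mouse 6, the points lay on average 0.225 units from their computed positions, and at most 0.635. The next closest match, without mouse 4, left an average of 3.37. The 55 mice other than mouse 6 are therefore taken as those of Fig 5A, and values are given over all 56 mice first and over these 55 mice second.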

One outlier sample from the DIO-MASH low-dose semaglutide treatment group was excluded after inspection of the clustering results of the variance-stabilized transformed transcriptome data (*DESeq2*’s *vst*) function. 

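In the deposited table, the reads counted on genes summed to between 5228187 and 20885786 per mouse over all 56 mice, with a median of 12206788. Their mean was 12.1M ± 3.25M (SD, n = 56 mice). Reads that mapped outside of genes are not part of these sums. Group medians ran from 10136187 in the high-dose zalfermin group to 13067393 in the high-dose semaglutide group, with 10919819 in the DIO-MASH vehicle group and 12154056 in chow-fed mice. The sample numbers in the labels fall into 4 series of neighboring numbers, called A to D here, and the paper does not say what separates them. Mean depth was 14.4M in series A (n = 22 mice), 8.67M in series B (n = 15), 12.2M in series C (n = 16) and 11.0M in series D (n = 3). Series D held 2 chow-fed mice and 1 DIO-MASH vehicle mouse, and each of the 7 groups had mice in series A, B and C.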

After this exclusion, the RNA sequencing dataset had an average 17M mapped reads (standard deviation, 4.5M). Body weight was used as a covariate in the *DESeq2* analysis when performing body weight–independent analyses as previously described [26].

### Statistics

Data are presented as mean ± standard error of the mean. A one-sided Fisher’s exact test with Bonferroni correction was used for within-subject comparison of histopathological scores before and after treatment intervention. All other statistical analyses were performed using a one-way analysis of variance (ANOVA) with Dunnett’s correction for multiple comparisons. In cases of significantly different standard deviations using a Brown-Forsythe test, Welsh correction ANOVA with Dunnett’s T3 correction was applied. The vehicle-dosed chow-fed mouse group was excluded from statistical tests. Superiority to high-dose semaglutide and individual monotherapies was tested using the above statistical methods. A *p*-value less than 0.05 was considered statistically significant.

## Results

The current study aimed to address whether combined treatment with zalfermin and semaglutide has greater benefits over individual monotherapies on metabolic, liver histological hallmarks, and transcriptome signatures in AMLN DIO-MASH mice. With reference to standard practice in clinical trials for MASH, randomization and stratification to treatment was performed based on baseline body weight and liver biopsy histology in AMLN DIO-MASH mice (Fig 1A). Vehicle-subtracted treatment outcomes were calculated to specifically assess for additive/more-than-additive effects of combined low-dose treatment with zalfermin and semaglutide compared with corresponding monotherapies (Table 1).

**Table 1:** Summary of treatment outcomes following treatment with zalfermin and semaglutide, alone and in combination.

Endpoint	Vehicle-subtracted treatment outcome				
	Zalfermin low	Zalfermin high	Semaglutide low	Semaglutide high	Zalfermin low + semaglutide low
**Body weight (g)**	–3.9 ± 0.5^###^	–8.1 ± 0.4***	–3.1 ± 0.5^###^	–7.5 ± 0.6***	–9.0 ± 0.7^a^
**Body weight (%)**	–9.6 ± 1.1*** ^###^	–19.6 ± 0.8***	–8.3 ± 1.1*** ^###^	–18.9 ± 1.3***	–22.3 ± 1.4*** ^a^
**Cumulative food intake (g, days 0–13)**	9.1 ± 1.3***	7.5 ± 1.7*** ^¤¤¤^	–2.7 ± 0.6^#^	–9.3 ± 0.8***	2.9 ± 2.0^¤¤¤^
**Liver weight (g)**	–0.9 ± 0.1** ^###^	–1.8 ± 0.1***	–0.7 ± 0.1* ^###^	–1.4 ± 0.1***	–1.8 ± 0.1*** ^¤¤ a^
**Liver index (% of body weight)**	–1.9 ± 0.3*** ^###^	–3.9 ± 0.2***	–1.6 ± 0.3*** ^###^	–2.7 ± 0.3***	–3.6 ± 0.2*** ^¤¤ a^
**Plasma ALT (U/L)**	–99.6 ± 13.1** ^###^	–178.3 ± 1.7***	–91.8 ± 12.6** ^###^	–163.1 ± 7.2***	–182.8 ± 2.3*** ^¤¤^
**Plasma AST (U/L)**	–22.6 ± 13.7^###^	–95.1 ± 3.2***	–22.5 ± 12.4^###^	–90.0 ± 6.8***	–106.3 ± 4.2*** ^a^
**Plasma TG (mmol/L)**	0.5 ± 0.0	0.4 ± 0.0	0.5 ± 0.0	0.4 ± 0.1	0.4 ± 0.0
**Plasma TC (mmol/L)**	–1.0 ± 0.5***	–2.8 ± 0.3* ^##^	–1.7 ± 0.4** ^#^	–2.2 ± 0.3***	–3.3 ± 0.2*** ^¤¤^
**Liver TG (mg/g liver)**	–8.9 ± 2.9^###^	–37.6 ± 3.6***	–7.9 ± 5.0^###^	–27.2 ± 4.5***	–46.4 ± 4.6*** ^¤¤ a^
**Liver TC (mg/g liver)**	–0.3 ± 0.4	–0.4 ± 0.3	0.9 ± 0.5	0.2 ± 0.6	0.1 ± 0.6
**NAS**	–0.4 ± 0.2^###^	–1.1 ± 0.0**	–0.3 ± 0.3^###^	–0.6 ± 0.2	–1.8 ± 0.3*** ^¤¤¤ a^
**Fibrosis score**	0.2 ± 0.2	0.2 ± 0.1	0.2 ± 0.2	0.2 ± 0.2	0.1 ± 0.1
**Steatosis score**	0.0 ± 0.0^###^	–1.0 ± 0.0*** ^¤¤¤^	–0.1 ± 0.1^###^	–0.4 ± 0.2**	–1.0 ± 0.1*** ^¤¤¤ a^
**Lobular inflammation score**	–0.3 ± 0.2	0.0 ± 0.0	–0.1 ± 0.2	–0.1 ± 0.2	–0.7 ± 0.2* ^¤ a^
**Hepatocyte ballooning score**	–0.1 ± 0.0	–0.1 ± 0.0	–0.1 ± 0.1	–0.1 ± 0.0	–0.1 ± 0.1
**Lipid (% area, HE)**	–9.7 ± 1.1*** ^###^	–21.5 ± 0.9*** ^¤¤¤^	–7.5 ± 1.3*** ^###^	–15.0 ± 1.5***	–20.2 ± 0.7*** ^¤¤ a^
**CD11b (% area, fat-free)**	–0.4 ± 0.1	–0.7 ± 0.1*	–0.4 ± 0.2	–0.5 ± 0.2	–0.7 ± 0.2*
**Gal-3 (% area, fat-free)**	–3.3 ± 0.5***	–4.4 ± 0.2***	–2.2 ± 0.4**	–3.6 ± 0.6***	–3.5 ± 0.5***
**Col1a1 (% area, fat-free)**	–4.3 ± 1.7	–1.7 ± 0.8	–2.0 ± 1.4	–1.6 ± 1.5	–3.7 ± 0.8
**α–SMA (% area, fat-free)**	–3.3 ± 0.6***	–4.8 ± 0.3***	–2.5 ± 0.5**	–4.0 ± 0.4***	–4.2 ± 0.4***

Data are expressed as change in endpoint (mean ± standard error of the mean) vs. DIO-MASH vehicle controls (vehicle-subtracted treatment outcome). AMLN DIO-MASH mice (n = 11–12 per group) were administered vehicle (SC, QD), zalfermin 0.05 mg/kg (zalfermin low), zalfermin 0.2 mg/kg (zalfermin high), semaglutide 3 µg/kg (semaglutide low), semaglutide 120 µg/kg (semaglutide high), or zalfermin 0.05 mg/kg + semaglutide 3 µg/kg (zalfermin low + semaglutide low) for 8 weeks. The vehicle-dosed chow-fed mouse group (Chow vehicle) was excluded from the analysis.

Abbreviations: α-SMA, alpha-smooth muscle actin; AMLN, amylin liver nonalcoholic steatohepatitis; ALT, alanine aminotransferase; AST, aspartate aminotransferase; CD11b; cluster of differentiation molecule 11B (Integrin αM); Col1a1, alpha-1 type I collagen; Gal-3, galectin-3; HE, hematoxylin-eosin; NAS, Non-Alcoholic Fatty Liver Disease Activity Score; PSR, picro-Sirius Red; SEM, standard error of the mean; TC, total cholesterol; TG, triglycerides.

*p < 0.05, **p < 0.01, ***p < 0.001 vs. DIO-MASH vehicle; ^#^**p* *< 0.05, ^##^**p* *< 0.01, ^###^**p* *< 0.001 vs. zalfermin low + semaglutide low; ^¤^**p* *< 0.05, ^¤¤^**p* *< 0.01, ^¤¤¤^**p* *< 0.001 vs. semaglutide high; ^a^additive or more-than-additive effect compared with sum of zalfermin low and semaglutide low monotherapies.

### Low-dose zalfermin-semaglutide combination therapy has more-than-additive effect on body weight loss

Maximal weight loss (relative to baseline) attained by zalfermin and semaglutide mono- and combination therapy regimens was observed within the first 2 weeks of dosing and was sustained thereafter (Fig 1B). AMLN DIO-MASH mice showed a modest but significant sustained body weight loss after 8 weeks of monotherapy with low-dose zalfermin (−5.9 ± 1.2%, *p* < 0.001 vs. DIO-MASH vehicle) and low-dose semaglutide (−4.0 ± 1.1%, *p* < 0.001 vs. DIO-MASH vehicle) relative to baseline. Compared with low-dose monotherapies, combined low-dose zalfermin-semaglutide treatment resulted in more-than-additive weight loss (−18.6 ± 1.4%, *p* < 0.001 vs. DIO-MASH vehicle, Figs 1B and 1C, Table 1). The magnitude of weight loss attained by low-dose zalfermin-semaglutide combination treatment was comparable to monotherapy with high-dose semaglutide (−15.3 ± 1.3%, *p* < 0.001 vs. DIO-MASH vehicle; *p* > 0.05 vs. combination treatment) and high-dose zalfermin (−16.3 ± 0.8%, *p* < 0.001 vs. DIO-MASH vehicle; *p* > 0.001 semaglutide low), respectively. High-dose, but not low-dose, semaglutide monotherapy reduced cumulative food intake vs. DIO-MASH vehicle (*p* < 0.001, S1 Fig). In contrast, both low- and high-dose zalfermin monotherapy significantly increased cumulative food intake (both *p* < 0.001 vs. DIO-MASH vehicle, S1 Fig). Cumulative food intake was unaffected following low-dose zalfermin-semaglutide combination treatment (*p* > 0.05 vs. DIO-MASH vehicle, S1 Fig).

### Low-dose zalfermin-semaglutide combination therapy has added beneficial effects on hepatomegaly, transaminases, and lipid biochemical markers

The low-dose zalfermin-semaglutide combination treatment had additive benefits on hepatomegaly in AMLN DIO-MASH mice. Accordingly, low-dose zalfermin-semaglutide combination treatment resulted in more than a 50% reduction in liver weight compared with vehicle controls (1.7 ± 0.1 g vs. 3.5 ± 0.2 g, *p* < 0.001, Fig 1D). Monotherapies showed dose-dependent effects on liver weight (low-dose zalfermin, 2.6 ± 0.2 g, *p* < 0.01; high-dose zalfermin, 1.7 ± 0.1 g, *p* < 0.001 vs. DIO-MASH vehicle; low-dose semaglutide, 2.8 ± 0.1 g, *p* < 0.05; high-dose semaglutide 2.1 ± 0.1 g, *p* < 0.001 vs. DIO-MASH vehicle, Fig 1D). Liver index was also additively lowered by low-dose zalfermin-semaglutide combination treatment (5.2 ± 0.2%) compared with DIO-MASH vehicle controls (8.9 ± 0.4%, *p* < 0.001, Fig 1E, Table 1). In comparison, improvements in the liver index were less pronounced following low-dose zalfermin (7.0 ± 0.3%, *p* < 0.001 vs. DIO-MASH vehicle) and low-dose semaglutide monotherapy (7.3 ± 0.3%, *p* < 0.001 vs. DIO-MASH vehicle). Further reductions were achieved with high-dose zalfermin (4.9 ± 0.1%, *p* < 0.001 vs. DIO-MASH vehicle) and semaglutide monotherapy (6.2 ± 0.3%, *p* < 0.001 vs. DIO-MASH vehicle).

Plasma transaminases were significantly elevated in AMLN DIO-MASH mice (Figs 2A and 2B). Notably, AMLN DIO-MASH mice achieved near-normal plasma ALT levels upon low-dose combination treatment with zalfermin and semaglutide (Fig 2A), reflecting near-additive effects of the treatment regimen (Table 1). Both high-dose monotherapies also promoted substantial reductions in plasma ALT levels. Low-dose zalfermin-semaglutide combination treatment, but not low-dose monotherapies, also significantly reduced plasma AST levels (Fig 2B). The effect of combined low-dose combination treatment was more than additive (Table 1). The efficacy of low-dose zalfermin-semaglutide combination treatment on plasma AST levels was comparable to high-dose zalfermin and semaglutide (Fig 2B).

**Fig 2:**
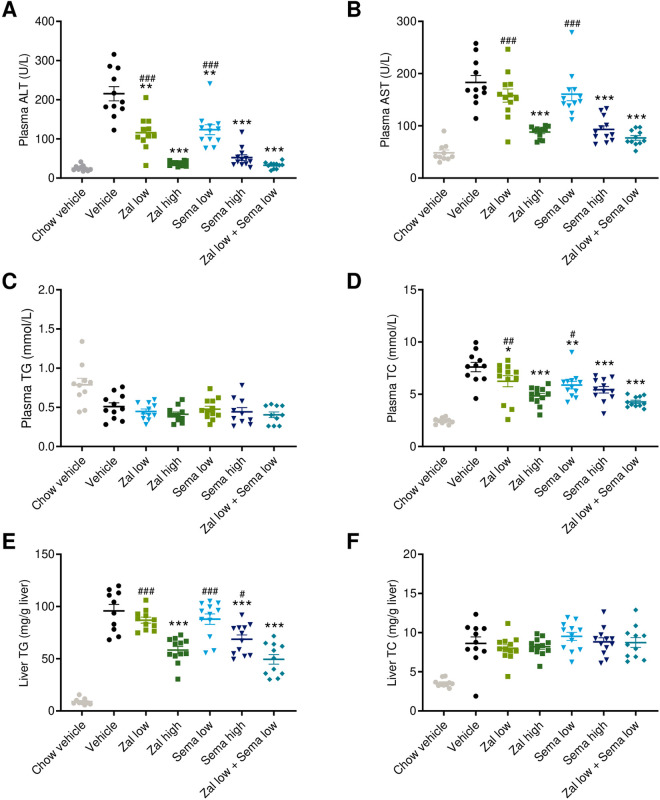
Low-dose zalfermin-semaglutide combination therapy shows additive effects on plasma and liver biochemical markers. **(A)** Plasma ALT (U/L). **(B)** Plasma AST (U/L). **(C)** Plasma TG (mmol/L). **(D)** Plasma TC (mmol/L). **(E)** Liver TG (mg/g liver). **(F)** Liver TC (mg/g liver). Abbreviations: ALT, alanine aminotransferase; AST, aspartate aminotransferase; DIO, diet-induced obesity; MASH, metabolic dysfunction–associated steatohepatitis; sema, semaglutide; TC, total cholesterol; TG, triglycerides; zal, zalfermin. *p < 0.05, **p < 0.01, ***p < 0.001 vs. DIO-MASH vehicle; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001 vs. zalfermin low + semaglutide low.

Plasma TG concentrations were marginally reduced by the high-fat and cholesterol-rich AMLN diet. Plasma TG levels did not change further due to treatments (Fig 2C). In contrast, hypercholesterolemia and elevated liver TG levels in AMLN DIO-MASH mice were markedly lowered by low-dose zalfermin-semaglutide combination treatment (*p* < 0.001). The combination regimen demonstrated significantly larger reductions in these two lipid markers compared with high-dose semaglutide monotherapy and was more than additive for liver TG reductions of the two low-dose monotherapies (*p* < 0.01 for both endpoints, Figs 2D and 2E, Table 1). High-dose zalfermin was comparable to combination treatment on liver TG, while high-dose semaglutide and zalfermin monotherapy demonstrated comparable therapeutic efficacy on plasma TC. Less-pronounced effects on plasma TC were noted for low-dose monotherapies compared with DIO-MASH controls (zalfermin low-dose, *p* < 0.05; semaglutide low-dose, *p* < 0.01, Fig 2D). Also, low-dose monotherapies did not improve liver TG levels (Fig 2E). Elevated liver TC levels in AMLN DIO-MASH mice were unaffected by treatments (Fig 2F).

### Low-dose zalfermin-semaglutide combination treatment has added beneficial effects on histological hallmarks of MASH

The effect of zalfermin and semaglutide was evaluated on liver semiquantitative and quantitative liver histological outcomes. Chow controls had normal liver histology. For AMLN DIO-MASH mice, treatment groups were randomized and stratified to obtain comparable severity of MASH (NAFLD activity score [NAS] 5–6) and fibrosis (stage F2–F3) at baseline (S2 Fig). Treatment outcomes on these clinically derived semiquantitative endpoints were determined by evaluating within-subject pre- to post-liver biopsy histopathological scores (S2 Fig).

Differential histological efficacy profiles were observed for zalfermin and semaglutide monotherapy. Accordingly, of the two, only high-dose zalfermin treatment led to significant improvement in NAS (1 point, 12/12 mice, *p* < 0.001 vs. DIO-MASH vehicle), being largely driven by robust and consistent reductions in steatosis scores (Figs 3A and 3C). Zalfermin and semaglutide alone had no significant effect on lobular inflammation (Fig 3D). Low-dose zalfermin-semaglutide combination treatment resulted in further robust histological benefits, as indicated by improvements in NAS (1 point, 4/11 mice, *p* < 0.01; ≥ 2 points, 6/11 mice, *p* < 0.05, Fig 3A), which were explained by combined more-than-additive benefits on both steatosis scores (1 point, 9/11 mice, *p* < 0.001; 2 points, 1/11 mice, *p* > 0.05, Fig 3C, Table 1) and lobular inflammation scores (1 point, 4/11 mice, *p* < 0.05; 2 points, 2/11 mice, *p* > 0.05, Fig 3D, Table 1). Hepatocyte ballooning was marginal in AMLN DIO-MASH mice and unaffected by treatments (Fig 3E). Fibrosis stage worsened in all AMLN DIO-MASH mouse groups over the 8-week study period, with an incidence rate ranging from 27% to 42% (Fig 3B). Treatments for 8 weeks did not improve fibrosis scores (Fig 3B).

**Fig 3:**
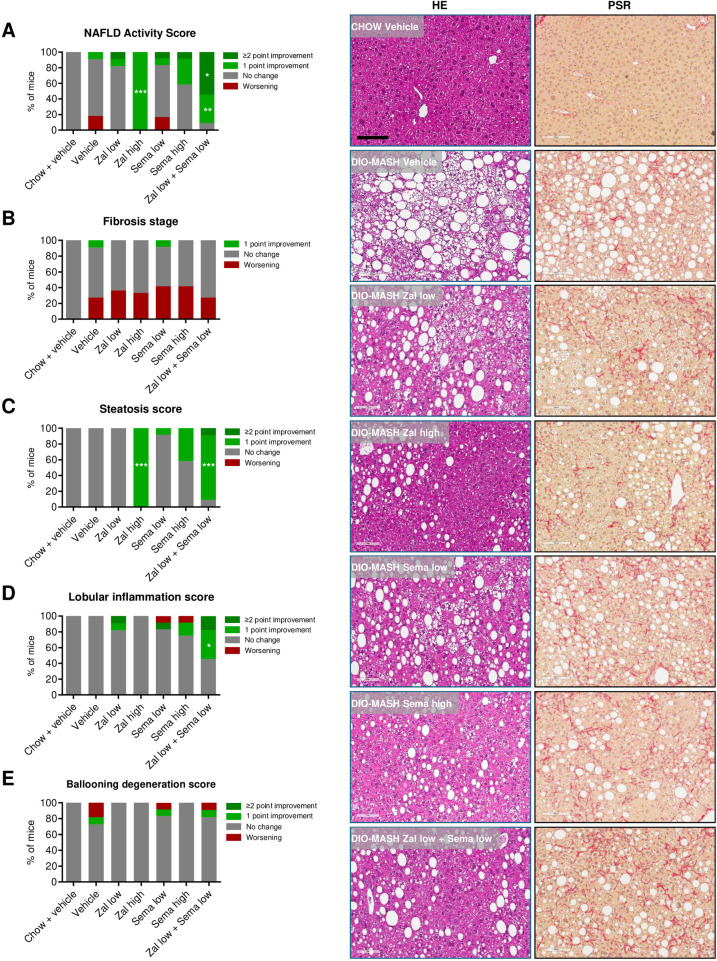
Low-dose zalfermin-semaglutide combination therapy shows additive effects on liver histopathological hallmarks. **(A)** NAS. **(B)** Fibrosis stage. **(C)** Steatosis score. **(D)** Lobular inflammation score. **(E)** Ballooning degeneration score. Abbreviations: DIO, diet-induced obesity; HE, hematoxylin and eosin; MASH, metabolic dysfunction–associated steatohepatitis; NAFLD, Non-Alcoholic Fatty Liver Disease; NAS, Non-Alcoholic Fatty Liver Disease Activity Score; PSR, picro-Sirius Red; sema, semaglutide; zal, zalfermin. *p < 0.05, **p < 0.01, ***p < 0.001 vs. DIO-MASH vehicle. Right panels: Representative photomicrographs showing marked reductions in steatosis and inflammation (HE staining), whereas fibrosis (PSR staining) appears unchanged after low-dose combination therapy with zalfermin and semaglutide. Magnification 20 ×; scale bar, 100 µm.

A series of histomorphometric analyses were performed to confirm histological benefits of low-dose zalfermin-semaglutide combination treatment (Fig 4, S3 Fig). Reduced steatosis severity was corroborated by quantitative digital image analysis of HE-stained sections used for pre- to post-steatosis scoring. Using this approach, we detected significantly reduced fractional (%) area of lipids following monotherapy with low-dose zalfermin or semaglutide (both *p* < 0.001 vs. DIO-MASH vehicle), emphasizing the greater sensitivity of histomorphometry compared with semiquantitative scoring modules. Consistent with further improved steatosis scores, low-dose zalfermin-semaglutide combination treatment reduced liver fat content more than low-dose monotherapies, indicating more-than-additive effects of the low-dose combination regimen (Fig 4A, Table 1). The magnitude of quantitative liver fat depletion afforded by low-dose zalfermin-semaglutide combination treatment was comparable to high-dose monotherapies (Fig 4A). Immunohistochemical analyses were performed to evaluate quantitative effects on standard molecular markers of inflammation (CD11b, Gal-3), fibrosis (Col1a1), and stellate cell activation/fibrogenesis (α-SMA). Overall, low-dose combination treatment reduced parenchymal (fat-free) expression of CD11b, Gal-3, and α-SMA (all *p* < 0.001 vs. DIO-MASH vehicle) to a similar degree to individual monotherapies (Figs 4B, 4C, and 4E). As for fibrosis scores, treatments had no significant effect of quantitative Col1a1 histology (Fig 4D).

**Fig 4:**
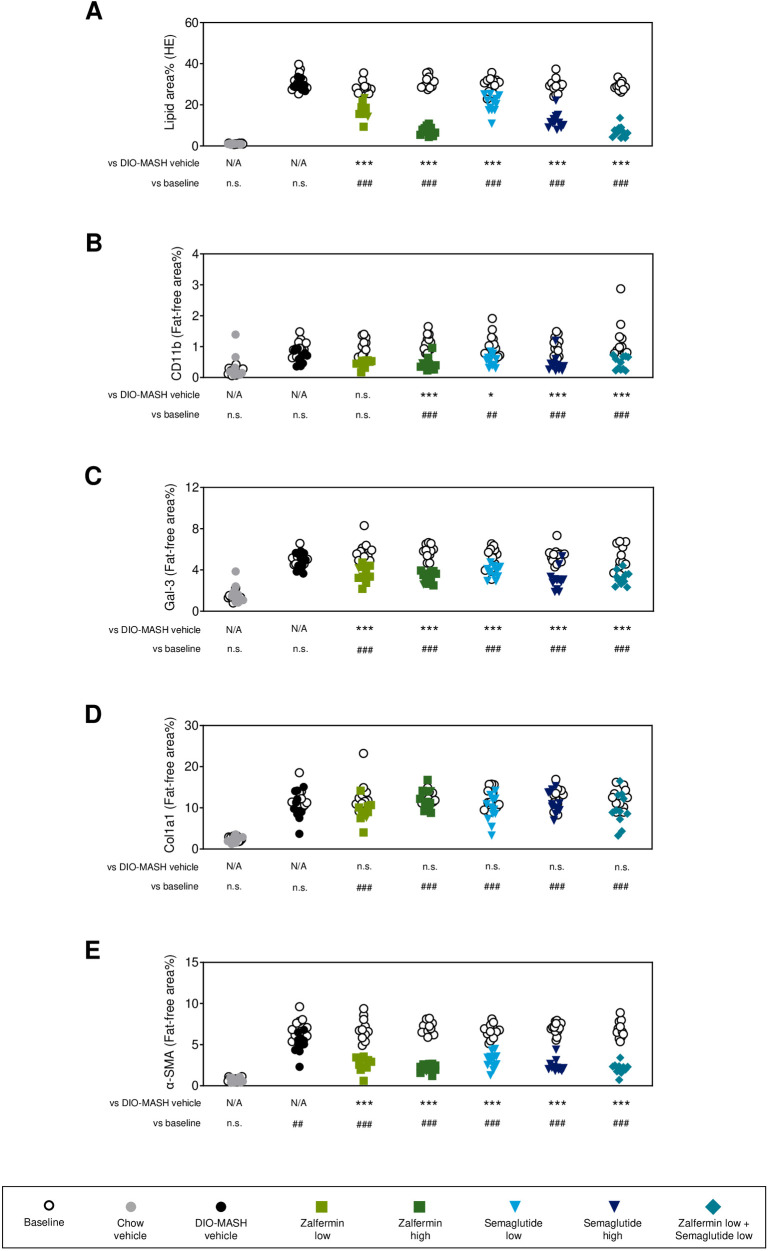
Low-dose zalfermin-semaglutide combination therapy shows synergistic effects on quantitative histological markers of MASH. **(A)** Fat % area (HE staining). **(B)** CD11b. **(C)** Gal-3. **(D)** Col1a1. **(E)** α-SMA. Area fractions of CD11b, Gal-3, Col1a1, and α-SMA immunopositive staining were expressed relative (%) to total parenchymal area by subtracting corresponding fat area determined on adjacent HE sections. Abbreviations: α-SMA, alpha-smooth muscle actin; CD11b; cluster of differentiation molecule 11B (Integrin αM); Col1a1, alpha-1 type I collagen; DIO, diet-induced obesity; Gal-3, galectin-3; HE, hematoxylin and eosin; MASH, metabolic dysfunction–associated steatohepatitis; N/A, not applicable; n.s., not significant. *p < 0.05, ***p < 0.001 vs. DIO-MASH vehicle; ^##^*p* < 0.01, ^###^*p* < 0.001 vs. baseline.

Taken together, our data demonstrate that low-dose zalfermin and semaglutide have added therapeutic benefits on body weight, plasma liver enzymes, lipid biochemistry, hepatic steatosis, and liver inflammation in DIO-MASH mice. To further investigate the underlying molecular effects, we evaluated liver transcriptome changes for gene-expression programs associated with these treatment outcomes.

### Low-dose zalfermin-semaglutide combination treatment partially normalizes hepatic transcriptome signatures in DIO-MASH mice

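Livers were taken from male C57BL/6J mice after 8 weeks of dosing, and RNA from 8 mice of each of 7 groups was sequenced. The groups were chow-fed mice on vehicle, and DIO-MASH mice (fed the AMLN diet, which is rich in fat, fructose and cholesterol) on vehicle, semaglutide at a low dose (3 ug/kg) or a high dose (120 ug/kg), zalfermin at a low dose (0.05 mg/kg) or a high dose (0.2 mg/kg), or the combination of both low doses. Zalfermin is a long-acting analog of the hormone FGF21, and semaglutide is a GLP-1 receptor agonist. The text that accompanies the deposited counts describes the combination as that of both high doses, whereas the paper gives low doses throughout, and the paper's doses are used here. The authors aligned the reads with STAR to the mouse genome GRCm38 and counted them on each Ensembl gene without normalization. The paper's text does not name the counting program or say whether it used the strand of the reads, so reads of genes that overlap on opposite strands, or of close paralogs, may have been shared between them. Of the 21935 genes in the table, 4352 had no read in any mouse, and 14105 passed the paper's filter of 5 or more reads in 3 or more mice. Counts of these genes were normalized by edgeR's TMM method and fitted together for all 7 groups, and each comparison used edgeR's two-sided quasi-likelihood F test with Benjamini-Hochberg adjustment over the 14105 genes. Genes with an adjusted p under 0.05 are called differentially expressed genes (DEGs), log2 fold changes are relative to the group named last, and CPM values (counts scaled to libraries of the same size) are means over 8 mice. Expression of a gene varied between mice of a group by 22.6% (biological coefficient of variation, from a common dispersion of 0.0512). Between the number series, 1533 of the 14105 genes differed at the same threshold when group was accounted for.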

High-quality transcriptome profiles were obtained from liver samples across the experimental groups (Fig 5, S4 Fig). A principal component analysis (PCA) of the 500 most variable genes across all samples indicated clear group separation of differentially expressed genes (DEGs). 

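Over all 56 mice, PC1 carried 48.8% of the variance of the 500 genes, the second component (PC2) 10.3% and the third (PC3) 8.06%. The 7 groups accounted for 74.3% of the variance of PC1 and diet alone for 61.4%, and the number series accounted for 4.89%. On PC3, the number series accounted for 26.9% of the variance, and for 3.23% without chow mouse 8, which lay at 35.7 on PC3. Over the 55 mice of Fig 5A, the shares of variance were 48.5% for PC1, 10.5% for PC2 and 8.17% for PC3. PC1 averaged 25.3 ± 4.07 (SD, n = 8) in chow-fed mice and -13.4 ± 4.06 (SD, n = 8) in DIO-MASH vehicle mice. Among the treated groups, it averaged -6.49 ± 7.64 for low-dose zalfermin, -5.12 ± 10.3 for low-dose semaglutide, 0.591 ± 6.31 for the combination, 2.27 ± 6.15 for high-dose zalfermin and -3.10 ± 8.99 for high-dose semaglutide (SD, n = 8 each). Of the 10 pairs of treated groups, none differed on PC1 after adjustment over the 10 exact two-sided permutation tests when all 56 mice were used. The smallest p among these pairs was 0.0252 (high-dose against low-dose zalfermin, adjusted p = 0.252, exact permutation test). With the 55 mice, low-dose semaglutide lay below the combination (exact permutation p = 0.00715, adjusted p = 0.0357) and below high-dose zalfermin (exact permutation p = 0.000466, adjusted p = 0.00466). With log2 CPM in place of the transformed counts, or with a larger number of genes, each of the 6 shifts from DIO-MASH vehicle on PC1 kept its direction and an adjusted p under 0.05, of at most 0.0449.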

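Chow-fed mice differed from DIO-MASH vehicle mice at 7811 of 14105 genes, of which 3739 were higher and 4072 lower in chow-fed mice. The number over the 55 mice of Fig 5A was 7857. Of the alternatives tried, a fit of only these 2 groups moved the number most, to 6904 genes. With each mouse of both groups and each low-dose semaglutide mouse left out in turn, the number ranged from 7469 to 7937. DESeq2's Wald test gave 7803 genes, of which 7648 were also found by edgeR. The same 16 mice were split at random into groups of 8 and 8 in 100 ways, the real split included, and only the real split reached the observed number. Of 6781 DEGs averaging 1 CPM or more over all mice, 2073 showed no overlap between the 8 chow-fed and the 8 DIO-MASH vehicle mice. Chance gives this pattern for 0.0155% of genes that were not selected beforehand. That share is no measure for DEGs, which were selected by the same mice. Among the 2073 genes, the largest rises in chow-fed mice were those of Marco (5.42), Cyp2b10 (5.30) and Cd163 (5.07) on the log2 scale. Without chow mouse 8, the value of Cyp2b10, a member of a family of close paralogs, was 2.90. The largest falls were those of Cidea (-7.65), Shc2 (-6.85) and Ly6d (-6.55). Adjusted p-values of these 6 genes lay between 2.53e-14 and 5.92e-05.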

Most of the variance in the hepatic transcriptome data set was contributed by the disease phenotype (DIO-MASH vehicle vs. chow vehicle, n = 7,758 DEGs, Figs 5A and 5B). 

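Compared with DIO-MASH vehicle mice, chow-fed mice lay 38.7 units higher on PC1 (exact two-sided permutation test, p = 0.00016, the smallest that 8 against 8 mice allow, adjusted p = 0.00047 over the 6 groups compared). Low-dose zalfermin lay 6.93 units higher (exact permutation p = 0.0163, adjusted p = 0.0196) and low-dose semaglutide 8.30 units higher (exact permutation p = 0.0280, adjusted p = 0.0280). Without low-dose semaglutide mouse 6, the shift of that group was 5.10 units (exact permutation p = 0.0556), and the shift of low-dose zalfermin was 6.98 units. Part of the latter came from low-dose zalfermin mouse 1, at 11.6 on PC1. The other mice of its group averaged -9.07, against -6.49 for the whole group and -13.4 in DIO-MASH vehicle mice. Within number series A, B and C, chow-fed mice lay 34.1, 35.6 and 45.1 units above vehicle, low-dose zalfermin 8.74, 4.31 and 7.49, and low-dose semaglutide 4.67, 14.2 and 7.90. In series B, low-dose semaglutide had 2 mice, and the mouse that remained without mouse 6 lay at -1.66 relative to vehicle. Of the 7811 genes that differed between chow-fed and DIO-MASH vehicle mice, 79.8% moved toward chow with low-dose zalfermin, 86.4% with low-dose semaglutide, 90.2% with the combination, 87.5% with high-dose zalfermin and 90.4% with high-dose semaglutide. Because these comparisons share the DIO-MASH vehicle mice, 200 groups without any treatment effect were simulated against the same mice, and on average 50.0% ± 13.2 (SD) of the genes moved toward chow, with 73.7% at the upper end of the 95% range and a maximum of 83.2%. As many as 2 of the 200 simulated groups reached the share of low-dose zalfermin, and none reached that of another treatment. Without mouse 6, the share for low-dose semaglutide was 78.3%, which 2 of 200 simulated groups reached. The median gene moved by 17.9% of its difference between chow and vehicle with low-dose zalfermin, 20.1% with low-dose semaglutide (13.4% over the 55 mice), 41.4% with the combination, 34.4% with high-dose zalfermin and 28.0% with high-dose semaglutide.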

All treatments promoted a rightward shift in the PCA plot (i.e., toward chow-fed vehicle controls), indicating gradual normalization of the hepatic global gene expression profile. The rightward shift was most pronounced for high-dose monotherapies and low-dose zalfermin-semaglutide combination therapy (Fig 5A). 

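The shift on PC1 relative to DIO-MASH vehicle mice was 14.0 units for the combination (exact two-sided permutation test, p = 0.00031, adjusted p = 0.00062), 15.7 for high-dose zalfermin (p = 0.00016 by the same exact test, adjusted p = 0.00047) and 10.3 for high-dose semaglutide (exact permutation p = 0.00963, adjusted p = 0.0145). The shifts over the 55 mice of Fig 5A were 14.1, 15.9 and 10.4 units. Within number series A, B and C, the combination lay 12.5, 13.9 and 15.4 units above vehicle, high-dose zalfermin 12.5, 18.7 and 14.7, and high-dose semaglutide 15.2, 5.73 and 3.39. Low-dose zalfermin differed from the combination by -7.08 units, which was within the spread between mice (exact permutation p = 0.0626, adjusted p = 0.313 over 10 pairs of treated groups). The combination did not differ from high-dose zalfermin (exact permutation p = 0.589) or from high-dose semaglutide (exact permutation p = 0.359), and high-dose semaglutide did not differ from low-dose zalfermin (exact permutation p = 0.428) or low-dose semaglutide (exact permutation p = 0.684). On PC2, chow-fed mice did not differ from DIO-MASH vehicle mice (1.54 units, exact permutation p = 0.531). On this axis the combination lay 15.8 units and high-dose zalfermin 10.7 units above vehicle (exact permutation p = 0.00016 for both), and high-dose semaglutide 4.37 units (exact permutation p = 0.0101). The shifts of the low doses on PC2 were 3.35 units for zalfermin (exact permutation p = 0.0208) and 3.34 units for semaglutide (exact permutation p = 0.0350, and 2.72 units with p = 0.0727 by the same exact test without low-dose semaglutide mouse 6).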

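Compared with DIO-MASH vehicle mice, low-dose zalfermin changed 66 genes (59 higher, 7 lower), the combination 2953 (1417 higher, 1536 lower), high-dose zalfermin 2429 (1205 higher, 1224 lower) and high-dose semaglutide 343 (202 higher, 141 lower). Low-dose semaglutide changed 0 genes, with 1222 genes at an unadjusted p under 0.05 (692 without mouse 6). Over the 55 mice of Fig 5A, the numbers were 138, 0, 3130, 2596 and 502 in the order of low-dose zalfermin, low-dose semaglutide, combination, high-dose zalfermin and high-dose semaglutide. DESeq2's Wald test gave 211 genes for low-dose zalfermin and 32 for low-dose semaglutide (30 higher, 2 lower), 0 of which edgeR also found. With 1 low-dose semaglutide mouse left out, these DESeq2 numbers ranged from 193 to 252 and from 0 to 87. DESeq2 gave 3189 genes for the combination, 2633 for high-dose zalfermin and 516 for high-dose semaglutide, and edgeR shared 2931, 2396 and 336 of them. Single mice moved the smaller numbers. For low-dose zalfermin, leaving out mouse 1 of that group gave 6 genes, and for high-dose semaglutide, leaving out mouse 4 of that group gave 69 and leaving out mouse 7 gave 745. The combination ranged from 2344 genes (without combination mouse 3) to 3294 (without combination mouse 2), and high-dose zalfermin from 2038 (without high-dose zalfermin mouse 6) to 2596. Of 100 splits of the same mice, only the real split gave as many genes for low-dose zalfermin, the combination, high-dose zalfermin and high-dose semaglutide, as against all 100 for low-dose semaglutide. Compared directly, the combination differed from low-dose zalfermin at 934 genes, from low-dose semaglutide at 594 (1178 without low-dose semaglutide mouse 6), from high-dose semaglutide at 266 and from high-dose zalfermin at 71, and both high-dose groups differed from each other at 63 (119 without low-dose semaglutide mouse 6).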

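The DEGs with the largest changes among those with a mean of 1 CPM or more and no overlap between the mice of both groups were as follows. Low-dose zalfermin had 34 such genes, with the largest rises in Cyp17a1 (1.80, adjusted p = 0.0117), Got1 (1.01, adjusted p = 0.0246) and Oat (1.00, adjusted p = 0.0157) and falls in Ctps (-0.91, adjusted p = 0.0133) and Unc119 (-0.87, adjusted p = 0.00715) as log2 fold changes. Without low-dose zalfermin mouse 1, the adjusted p was 0.142 for Got1, 0.101 for Oat and 0.0769 for Ctps. The combination had 525 such genes, with the largest rises in Cyp2b9 (4.01, adjusted p = 0.000142), Slc22a26 (3.8, adjusted p = 2.22e-07) and Cyp2b13 (3.20, adjusted p = 3.70e-05) and the largest falls in Sdcbp2 (-5.73, adjusted p = 1.81e-06), Cfd (-5.20, adjusted p = 1.72e-07) and Cidea (-4.92, adjusted p = 4.11e-11). Cyp2b9, Cyp2b13 and Slc22a26 belong to families of close paralogs, whose reads could have been counted on more than one gene. High-dose zalfermin had 625 such genes, with the largest rises in Slc22a26 (2.90, adjusted p = 3.53e-05), Cyp26a1 (2.78, adjusted p = 0.000186) and Cyp17a1 (2.58, adjusted p = 8.92e-07) and the largest falls in Sprr1a (-5.53, adjusted p = 6.39e-07), Sdcbp2 (-5.16, adjusted p = 7.02e-06) and Cidea (-4.00, adjusted p = 2.66e-09). High-dose semaglutide had 27 such genes, with the largest rises in Slc10a1 (0.88, adjusted p = 0.000121), Homer2 (0.83, adjusted p = 0.000213) and Ces1c (0.73, adjusted p = 7.18e-05) and the largest falls in Sprr1a (-2.99, adjusted p = 0.00490), Insyn1 (-2.07, adjusted p = 0.00472) and Lox (-1.56, adjusted p = 0.0195). Without high-dose semaglutide mouse 4, the adjusted p of Lox was 0.0618.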

The total number of DEGs in the treatment groups vs. vehicle-dosed DIO-MASH mice were as follows: low-dose zalfermin (n = 221), low-dose semaglutide (n = 0), low-dose zalfermin-semaglutide combination (n = 3,323), high-dose zalfermin (n = 2,766), and high-dose semaglutide (n = 649) (Fig 5B, S4 Fig). It is noteworthy that the number of DEGs in the low-dose zalfermin-semaglutide group was 15-fold higher compared with summation of the corresponding low-dose monotherapy groups, indicating more-than-additive effects at the hepatic transcriptome level.

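The number of DEGs with the combination was 44.7 times the sum of both low doses over all 56 mice and 22.7 times over the 55 mice of Fig 5A, and 13.1 times with DESeq2's Wald test. The sum of 66 genes comes from low-dose zalfermin alone and fell to 6 for that group without low-dose zalfermin mouse 1, so that single mice move this ratio. To see what such a ratio gives when effects only add up, mice on vehicle, either low dose and the combination were simulated 20 times. Each low dose had 0.5 of the combination's log2 fold change at every gene. These changes came from the 55 mice and were shrunk toward 0 by their standard errors, and only these 4 groups were fitted. In these simulations, the combination passed the threshold at 2718.5 genes (median) and the low doses at 183 and 184.5. The ratio was 7.38 (range 5.94 to 8.85). The simulated low doses passed more genes than the 66 and 0 observed, so 7.38 and 44.7 are not directly comparable. Additivity was then tested gene by gene as the combination minus low-dose zalfermin minus low-dose semaglutide plus DIO-MASH vehicle, on the log2 scale. This interaction was past the threshold at 2 of 14105 genes, with 952 genes at an unadjusted p under 0.05. In the 55 mice it was past the threshold at 7 genes (2 higher, 5 lower), with 1024 at an unadjusted p under 0.05, and with each mouse of the 4 groups left out in turn the number ranged from 1 to 7. The 2 genes were Cidea (ENSMUSG00000024526, chromosome 18 from 67343604 to 67367785), at -3.59 (standard error 0.58, adjusted p = 0.00127), and Themis (ENSMUSG00000049109, chromosome 10 from 28668360 to 28883818), at -2.75 (standard error 0.53, adjusted p = 0.0216). Cidea averaged 46.4 CPM with vehicle, 24.6 with low-dose zalfermin, 34.5 with low-dose semaglutide and 1.41 with the combination. Themis averaged 33.1, 19.2, 21.4 and 1.84 CPM in the same groups, and its adjusted p was 0.0719 without combination mouse 1 and 0.0769 with the number series as a covariate. The other 5 genes over the 55 mice were Ermp1 (-0.80), Avpr1a (1.92), Cyp4a12b (-2.83), Cyp4a12a (-2.50) and Cyp39a1 (0.95), named after their values were seen. The reads of both Cyp4a12 genes cannot be assigned with certainty, as they are close paralogs. Per mouse, a mean z-score of 5524 genes, which differed between chow-fed mice and the high-dose groups and were signed so that chow is higher, moved by 0.204 with low-dose zalfermin, 0.336 with low-dose semaglutide and 0.614 with the combination, against a sum of 0.541 for the low doses (interaction 0.0732, p = 0.735 from 100000 permutations of residuals). In the 55 mice the shifts were 0.206, 0.202 and 0.617, against a sum of 0.407 (interaction 0.209, permutation p = 0.234). From the number of DEGs relative to the sum of both monotherapies, the paper proposes that the effects on the hepatic transcriptome were more than additive.

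**Figure D1:**
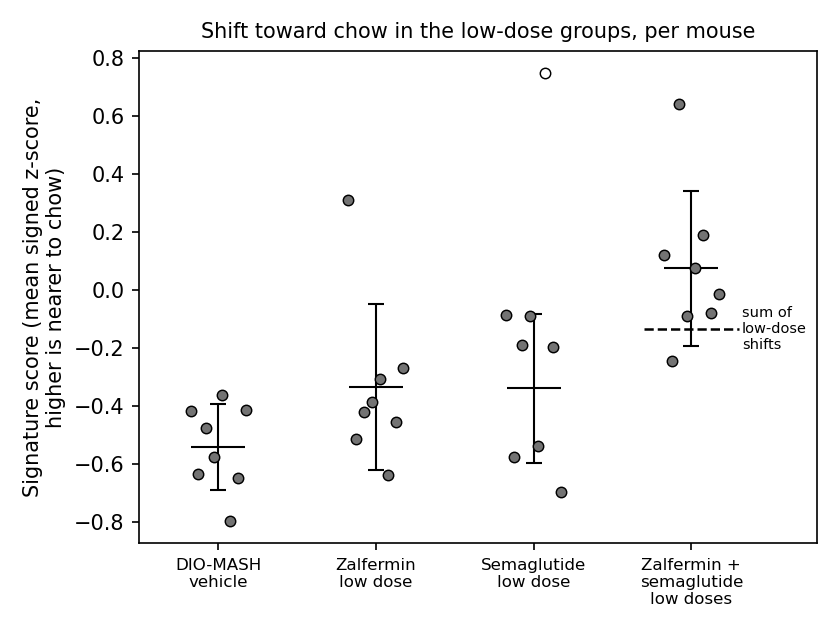
Mean z-score of the genes that differ between chow-fed mice and the high-dose groups, signed so that chow is higher, for each mouse of 4 groups. The groups are DIO-MASH vehicle, both low doses and the combination. Points are mice, scored over all 56 mice. Low-dose semaglutide mouse 6 is an open circle, and mean ± SD is over the other mice. The dashed line at the combination marks the vehicle mean plus the shifts of both low doses without mouse 6. Scored over the 55 mice, these shifts were 0.407 together, and the combination's mean shift was 0.617.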

**Fig 5:**
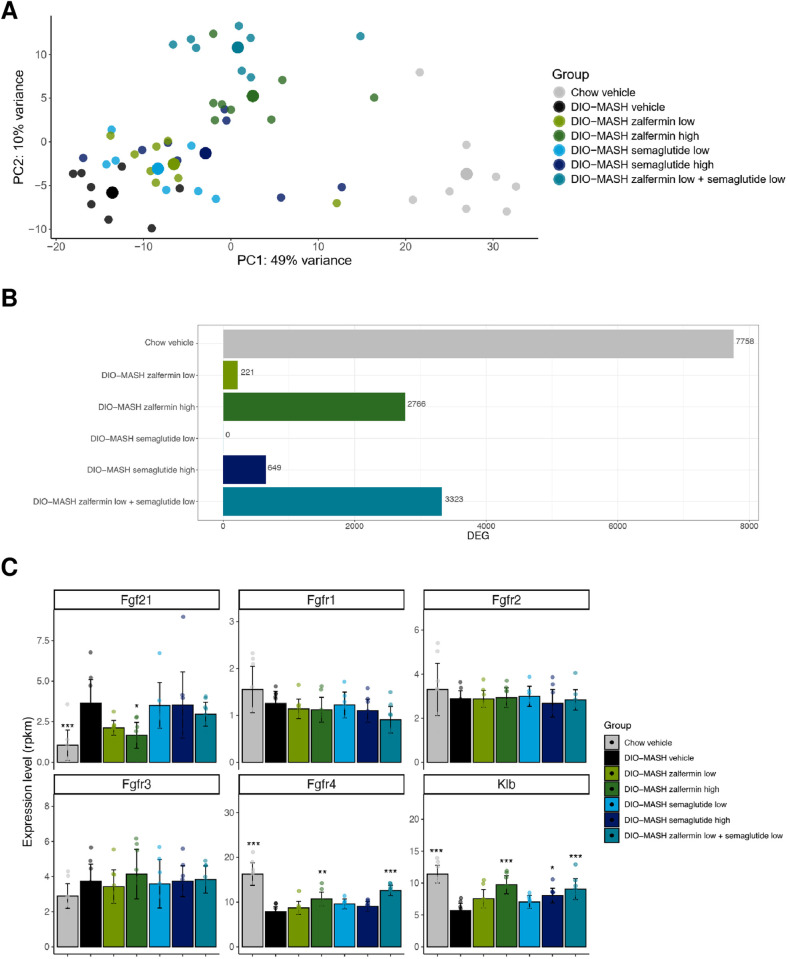
Overall changes in liver transcriptome signatures following zalfermin and semaglutide treatment. **(A)** PCA of samples based on 500 most variable expressed genes in the dataset. **(B)** Total number of differentially expressed genes compared with vehicle-dosed DIO-MASH mice. **(C)** Expression of *Fgf21* and canonical *Fgf* receptors. AMLN DIO-MASH mice showed significantly increased *Fgf21* expression and reduced *Ffgr4* and *Klb* expression compared with chow-fed controls. Low-dose zalfermin-semaglutide combination treatment as well as high-dose zalfermin monotherapy partially reversed *Ffgr4* and *Klb* expression. Abbreviations: AMLN, amylin liver nonalcoholic steatohepatitis; DEG, differentially expressed gene; DIO, diet-induced obesity; MASH, metabolic dysfunction–associated steatohepatitis; PCA, principal component analysis. *p < 0.05, **p < 0.01, ***p < 0.001 vs. DIO-MASH vehicle.

The expression profile of FGF21 and its cognate receptors was also investigated. 

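Expression of Fgf21 and its receptor genes was compared as CPM, with positions given on GRCm38. Fgf21 (ENSMUSG00000030827, chromosome 7 from 45613886 to 45615490) averaged 3.43 ± 1.62 CPM (SD, n = 8) in DIO-MASH vehicle mice and 0.996 ± 1.06 CPM (SD, n = 8) in chow-fed mice, a log2 fold change of -1.81 (standard error 0.43, adjusted p = 0.000356) in chow relative to DIO-MASH, with 7 of 8 chow-fed mice under the vehicle median. At this level the gene rested on few reads, and over all alternatives its log2 fold change ranged from -2.45 to -1.59. Fgfr4 (ENSMUSG00000005320, chromosome 13 from 55152640 to 55168759) averaged 27.8 ± 4.61 CPM in vehicle mice and 57.7 ± 10.8 CPM in chow-fed mice (SD, n = 8 each), a log2 fold change of 1.06 (standard error 0.12, adjusted p = 2.59e-10). Klb (ENSMUSG00000029195, chromosome 5 from 65348314 to 65384007), which encodes the co-receptor beta-Klotho, averaged 25.6 ± 6.31 CPM in vehicle mice and 51.9 ± 7.65 CPM in chow-fed mice (SD, n = 8 each), a log2 fold change of 1.02 (standard error 0.14, adjusted p = 5.11e-08). All 8 chow-fed mice lay above the vehicle median for Fgfr4 and for Klb. Over all alternatives, adjusted p-values reached at most 0.00445 for Fgf21, 1.40e-06 for Fgfr4 and 1.64e-05 for Klb. Among the treatments, Fgf21 passed the threshold only with high-dose zalfermin (-1.10, adjusted p = 0.0478, 8 of 8 mice under the vehicle median), and leaving out 1 mouse removed this call in 14 of 24 fits, with an adjusted p of 0.127 without DIO-MASH vehicle mouse 1.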

DIO-MASH mice demonstrated significantly increased *Fgf21* expression and reduced *Ffgr4* and *Klb* expression compared with chow-fed controls (Fig 5C). Hepatic *Fgfr1*, *Fgfr2*, and *Fgfr3* expression was unaltered in DIO-MASH mice. 

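In chow-fed relative to DIO-MASH vehicle mice, the log2 fold change was 0.33 (standard error 0.22, adjusted p = 0.203) for Fgfr1, 0.21 (standard error 0.17, adjusted p = 0.306) for Fgfr2 and -0.35 (standard error 0.24, adjusted p = 0.209) for Fgfr3. In DIO-MASH vehicle mice these genes averaged 12.3 ± 3.08, 29.6 ± 4.40 and 26.6 ± 8.23 CPM (SD, n = 8). None of the 5 treatments changed them relative to DIO-MASH vehicle, with the smallest adjusted p for Fgfr1 with the combination (-0.46, adjusted p = 0.141, 7 of 8 mice under the vehicle median). Without combination mouse 2, the adjusted p of this fall was 0.0490. Exons of Fgfr2 overlap those of Ctbp2 on the same strand, so part of its reads could be counted on either gene.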

Only low-dose zalfermin-semaglutide combination treatment and high-dose zalfermin monotherapy partially reversed *Ffgr4* expression. 

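Relative to DIO-MASH vehicle mice, the log2 fold change of Fgfr4 was 0.67 (standard error 0.12, adjusted p = 4.59e-05) with the combination and 0.44 (standard error 0.12, adjusted p = 0.00718) with high-dose zalfermin, with all 8 mice of each group above the vehicle median. The combination averaged 44.2 ± 4.72 CPM (SD, n = 8). The change was 0.14 (adjusted p = 0.687) with low-dose zalfermin, 0.39 (adjusted p = 0.289) with low-dose semaglutide and 0.20 (adjusted p = 0.387) with high-dose semaglutide. Compared directly, the combination exceeded low-dose zalfermin by 0.52 (adjusted p = 0.00385) and high-dose semaglutide by 0.47 (adjusted p = 0.0242), and was not separated from high-dose zalfermin (0.23, adjusted p = 0.489). Against low-dose semaglutide the difference was 0.28 over all 56 mice (adjusted p = 0.188) and 0.38 without low-dose semaglutide mouse 6 (adjusted p = 0.0273).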

Low-dose combination treatment also significantly increased hepatic *Klb* expression relative to DIO-MASH vehicle controls (Fig 5C). A similar effect was observed for high-dose zalfermin and semaglutide, but not for low-dose monotherapies.

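For Klb, the log2 fold change relative to DIO-MASH vehicle mice was 0.68 (standard error 0.14, adjusted p = 0.000503) with the combination, 0.78 (standard error 0.14, adjusted p = 8.00e-05) with high-dose zalfermin and 0.51 (standard error 0.14, adjusted p = 0.0412) with high-dose semaglutide, and all 8 mice of each group lay above the vehicle median. With high-dose semaglutide, leaving out 1 mouse removed the call in 10 of 24 fits, and the adjusted p was 0.141 without high-dose semaglutide mouse 3. The low doses gave 0.41 (adjusted p = 0.197) for zalfermin, with 8 of 8 mice above the vehicle median, and 0.42 (adjusted p = 0.365) for semaglutide, with 7 of 8 mice above it. The combination was not separated from low-dose zalfermin (0.27, adjusted p = 0.284) or from high-dose zalfermin (-0.10, adjusted p = 0.889).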

### Changes in hepatic transcriptome signatures are partly driven by weight loss–independent effects of low-dose zalfermin-semaglutide combination treatment

To obtain further resolution of hepatic transcriptome regulations, RNA sequencing data were probed for candidate genes linked to MASH and fibrosis. Consistent with histological hallmarks of MASH and fibrosis, DIO-MASH mice showed widespread regulations in candidate gene markers of liver metabolism, immune function, and extracellular matrix (ECM) organization (Fig 6A). 

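Fig 6A lists 129 candidate genes in 7 categories, which the study chose for these samples, so that counts over the list are not independent evidence. In chow-fed relative to DIO-MASH vehicle mice, 94 of the 129 genes were past the threshold over all 14105 genes (33 higher, 61 lower), and 95 when adjusted over the list alone. By category, these were 9 of 19 genes of glucose metabolism, 7 of 11 of bile acid metabolism, 18 of 25 of lipid metabolism, 4 of 4 of ER stress, 8 of 13 of hepatocellular cell death, 21 of 27 of inflammation and 27 of 30 of ECM organization. The alternative that moved the number of 94 most was a fit of only these 2 groups, with 87 genes. As sets, tested with limma's fry and adjusted over 42 tests (7 categories in 6 comparisons), ECM organization had an adjusted p of 1.36e-10, inflammation 1.33e-08, bile acid metabolism 2.66e-06, ER stress 2.66e-06 and lipid metabolism 0.0117. Glucose metabolism (adjusted p = 0.0553) and cell death (adjusted p = 0.539) were not past the threshold as sets, in which genes that rise and genes that fall offset each other. Over the 55 mice of Fig 5A glucose metabolism was just past it (adjusted p = 0.0498). Leaving out low-dose semaglutide mouse 6 moved the log2 fold changes of the listed and otherwise named genes by at most 0.0068 in comparisons without that group.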

Overall, low-dose zalfermin-semaglutide combination treatment reversed changes in all disease-associated gene categories investigated. 

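With the combination, 81 of the 94 genes that differed between chow-fed and DIO-MASH vehicle mice moved toward chow, 40 of them past the threshold, and 2 genes moved away from chow past the threshold. In the 200 simulated groups without any effect, which share the DIO-MASH vehicle mice, a mean of 47.0 ± 15.9 (SD) of the 94 genes moved toward chow (at most 82). Of the 200, 1 reached 81, and none had a gene past the threshold toward chow. The simulated groups were tested with limma against the vehicle mice alone, not with edgeR. Counted over all 129 genes, 47 were past the threshold (20 higher, 27 lower) over all genes and 56 when adjusted over the list alone, and 49 and 59 over the 55 mice of Fig 5A. Genes that moved toward chow past the threshold numbered 0 of 9 in glucose metabolism, 4 of 7 in bile acid metabolism, 6 of 18 in lipid metabolism, 3 of 4 in ER stress, 1 of 8 in cell death, 6 of 21 in inflammation and 20 of 27 in ECM organization. The genes that moved away were Slc2a4 in glucose metabolism and Vldlr in lipid metabolism. The median gene of the 94 moved by 37.2% of its difference between chow and vehicle, from 15.0% in glucose metabolism to 84.3% in ER stress. As sets in the same 42 fry tests, the adjusted p was 6.12e-05 for bile acid metabolism (median log2 fold change 0.28) and for ECM organization (-0.995), 0.000157 for lipid metabolism (0.19), 0.000192 for glucose metabolism (0.18) and for ER stress (0.39), 0.0472 for inflammation (-0.27) and 0.516 for cell death (-0.19). Low-dose zalfermin had 1 gene past the threshold (Slc27a5), 2 without low-dose semaglutide mouse 6 and 5 when only the 2 groups were fitted, and 4 when adjusted over the list alone. Low-dose semaglutide had 0 genes past the threshold over all genes and 0 over the list alone, and 2 with DESeq2. As sets with the low doses, bile acid metabolism had an adjusted p of 0.00140 with zalfermin and 0.00558 with semaglutide, lipid metabolism 0.00146 and 0.0228, and glucose metabolism 0.00112 and 0.0120.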

Changes in liver metabolic markers suggest that low-dose combination treatment improves intrahepatic handling of carbohydrates (upregulation: *Irs1, Khk, Pygl, Slc2a4*; downregulation: *Mtor*), bile acids (upregulation: *Abcb11, Slc22a7, Slc27a5, Slco1a4*), and lipids (upregulation: *Apoa1, Apoa5, Apoc3, Hmgcr, Ppard, Scarb1, Thrb, Vldlr;* downregulation: *Cd36, Pparg*) (Fig 6A). 

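Of the genes of carbohydrate handling, Slc2a4 (ENSMUSG00000018566, chromosome 11 from 69942539 to 69948188) rose from 4.21 ± 2.24 CPM with vehicle to 14.6 ± 4.19 CPM with the combination (SD, n = 8 each), a log2 fold change of 1.80 (standard error 0.30, adjusted p = 1.47e-05). In chow-fed mice it was lower than with vehicle, at -2.34 (adjusted p = 1.60e-06). Khk changed by 0.39 (adjusted p = 0.0242), Pygl by 0.36 (adjusted p = 0.0172) and Mtor by -0.45 (adjusted p = 0.000627) with the combination, and none of these 3 genes differed between chow-fed and DIO-MASH vehicle mice (log2 fold changes of 0.01, 0.19 and -0.16, adjusted p = 0.969, 0.164 and 0.150). Without DIO-MASH vehicle mouse 5 the adjusted p of Khk was 0.0549, and without combination mouse 3 that of Pygl was 0.0623. Irs1, whose exons overlap an antisense gene, rose by 0.53 in 8 of 8 mice without passing the threshold (adjusted p = 0.0557, and 0.0514 over the 55 mice). Of the bile acid genes, Slc27a5 changed by 0.86 (standard error 0.11, adjusted p = 1.51e-07) and Slco1a4 by 1.40 (standard error 0.22, adjusted p = 4.31e-06), each in 8 of 8 mice. Abcb11 changed by 0.58 (adjusted p = 0.0197), with an adjusted p of 0.0674 without combination mouse 3. Slc22a7 changed by 1.03 (adjusted p = 0.0330), with 5 of 8 mice above the vehicle median and an adjusted p of 0.125 without combination mouse 8.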

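Of the lipid genes, Apoa1 rose by 0.54 (adjusted p = 0.000893, 8 of 8 mice), Apoa5 by 0.43 (adjusted p = 0.00885, 7 of 8), Apoc3 by 0.44 (adjusted p = 0.0101, 8 of 8) and Scarb1 by 0.38 (adjusted p = 0.00297, 8 of 8) on the log2 scale. The rise of Ppard, 1.01 (standard error 0.27, adjusted p = 0.00526), rested on 1 mouse, as it was 0.53 with an adjusted p of 0.0878 without combination mouse 6, and Ppard averaged 17.2 ± 15.8 CPM (SD, n = 8). Thrb rose by 0.42 (adjusted p = 0.0302, 0.0820 without combination mouse 3) and Vldlr by 0.55 (adjusted p = 0.0476, 0.124 without combination mouse 3). Vldlr was lower in chow-fed than in DIO-MASH vehicle mice (-0.74, adjusted p = 0.00358). Pparg fell by 0.64 (adjusted p = 0.00286, 8 of 8 mice). Cd36 fell by 0.36 in 7 of 8 mice with an adjusted p of 0.0640 over all 56 mice and 0.0468 without low-dose semaglutide mouse 6, where its alternatives ranged from 0.0258 to 0.153.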

Only low-dose combination treatment increased gene expression markers associated with endoplasmic reticulum stress (*Atf4, Atf6, Ern1*), displaying a similar profile to chow mice. 

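Atf4 (ENSMUSG00000042406, chromosome 15 from 80255184 to 80257541) rose from 38.3 ± 9.29 CPM with vehicle to 58.5 ± 12.5 CPM with the combination (SD, n = 8 each), a log2 fold change of 0.61 (standard error 0.13, adjusted p = 0.000413), and was at 64.1 ± 13.1 CPM in chow-fed mice. Atf6 rose by 0.32 (adjusted p = 0.0290, 7 of 8 mice above the vehicle median) and Ern1 by 0.47 (adjusted p = 0.0387, 7 of 8 mice) on the log2 scale. Without combination mouse 3, the adjusted p was 0.100 for Atf6 and 0.0967 for Ern1. In chow-fed relative to DIO-MASH vehicle mice the same genes changed by 0.74 (adjusted p = 3.02e-06), 0.30 (adjusted p = 0.0179) and 0.54 (adjusted p = 0.00546). Xbp1, the other gene of the category, rose in chow-fed mice (0.68, adjusted p = 6.50e-05) but not with the combination (0.22, adjusted p = 0.259). With high-dose zalfermin, Atf4, Atf6 and Ern1 changed by 0.15 (adjusted p = 0.457), 0.10 (adjusted p = 0.571) and 0.41 (adjusted p = 0.0855). With high-dose semaglutide the changes were 0.10 (adjusted p = 0.714), 0.19 (adjusted p = 0.351) and 0.14 (adjusted p = 0.701). Compared directly, the combination exceeded low-dose zalfermin at Atf4 (0.76, adjusted p = 0.000113), and was not separated from high-dose zalfermin at Atf4 (0.46, adjusted p = 0.0820), Atf6 (0.22, adjusted p = 0.462) or Ern1 (0.06, adjusted p = 0.959).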

Notably, low-dose combination treatment suppressed expression of nearly all (22/30) gene markers of ECM remodeling. These included all major collagen subtypes (*Col1a1, Col3a1, Col4a1, Col5a1/2/3, Col6a1/2/3*) as well as several isoforms of matrix metalloproteinases and tissue inhibitors of matrix metalloproteinases, implying reduced pro-fibrogenic activity of the combination treatment (Fig 6A). In comparison, pronounced effects were also observed for gene markers of the immune system (downregulation: *CCl2*, *Ccr1/2/5, Cysltr1*; upregulation: *Nr1h3, Traf6*). 

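Of the 30 ECM genes, 21 were lower with the combination than with vehicle at the threshold over all genes, and 22 when adjusted over the list alone, and both numbers were the same over the 55 mice of Fig 5A. Over the alternatives run for it, the count of 21 ranged from 20 (number series as a covariate) to 22 (only these 2 groups fitted). For this count only low-dose semaglutide mice were left out in turn, so its dependence on single vehicle or combination mice was not tested. The median of the 30 log2 fold changes was -0.995 with the combination, -0.36 with low-dose zalfermin, -0.47 with low-dose semaglutide (-0.34 without mouse 6), -0.90 with high-dose zalfermin and -0.57 with high-dose semaglutide, against -2.49 in chow-fed mice. As a set, the genes were tested with limma's fry, which allows for correlation between genes, adjusted over 12 comparisons. The adjusted p was 5.37e-05 for the combination and 3.88e-11 for chow-fed mice. With limma's camera and a preset correlation of 0.01 the adjusted p for the combination was 4.78e-14. With the correlation of 0.494 estimated from the data it was 0.123. Camera with an estimated correlation also gave chow-fed mice an adjusted p of 0.123, at a median of -2.49. It could not detect even that difference, so its result does not count against the combination in particular. Per mouse, the mean z-score of the 30 genes was 0.847 ± 0.267 with vehicle and -0.250 ± 0.449 with the combination (SD, n = 8 each), a difference of -1.10 (exact two-sided permutation test, p = 0.00016, the smallest the test allows, adjusted p = 0.00031). Within number series A, B and C, the difference was -1.01, -1.13 and -1.04.

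**Figure D2:**
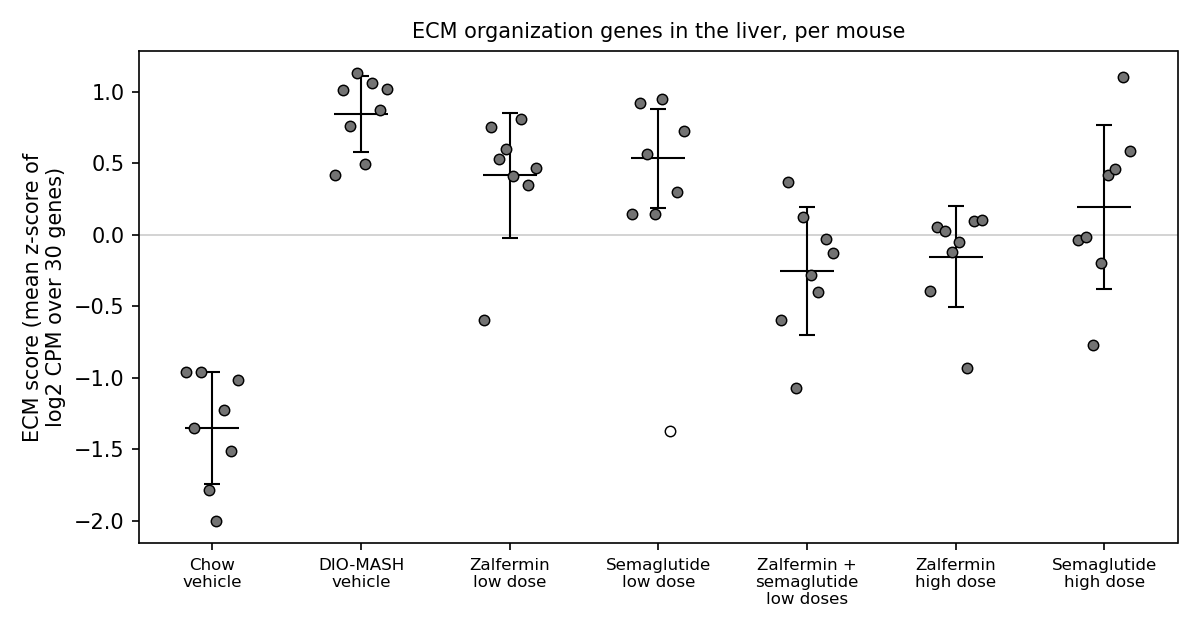
Mean z-score of log2 CPM over the 30 ECM genes for each mouse (points) by group, with mean ± SD (low-dose semaglutide mouse 6 is an open circle and is left out of the mean). The 8 mice of the combination averaged -0.250 and the 8 DIO-MASH vehicle mice 0.847.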

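Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) averaged 271 ± 72.8 CPM with vehicle and 60.9 ± 36.5 CPM with the combination (SD, n = 8 each), a log2 fold change of -2.15 (standard error 0.38, adjusted p = 3.96e-05). Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) fell by 2.33 (adjusted p = 2.93e-07) on the log2 scale. The other major collagens also fell, by 1.80 for Col1a2, 1.30 for Col4a1, 1.57 for Col5a1, 1.91 for Col5a2, 1.16 for Col6a1, 1.19 for Col6a2 and 1.49 for Col6a3, with adjusted p-values from 3.16e-07 (Col5a2) to 0.00743 (Col6a2). All 8 mice of the combination lay under the vehicle median for each of these 9 genes. Col4a1 shares exon sequence with Col4a2 on the opposite strand. Col5a3 fell by 0.59 (adjusted p = 0.0410, 7 of 8 mice, and 0.126 without DIO-MASH vehicle mouse 1) and did not differ between chow-fed and DIO-MASH vehicle mice (0.06, adjusted p = 0.822). Of the matrix metalloproteinases in the list, Mmp2 fell by 1.11 (adjusted p = 0.0319, 8 of 8 mice), whereas Mmp9 (0.31, adjusted p = 0.665) and Mmp24 (-0.59, adjusted p = 0.444) did not pass the threshold. Mmp9 and Mmp24 averaged 0.645 ± 0.147 and 0.315 ± 0.165 CPM with vehicle (SD, n = 8 each), a level at which the depth of these libraries limits what can be detected. Of the tissue inhibitors, Timp1 fell by 1.59 (adjusted p = 0.00075, 8 of 8 mice), and Timp2 (-0.54, adjusted p = 0.128) and Timp3 (-0.56, adjusted p = 0.144) did not pass the threshold.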

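With the combination, Ccr2 (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) fell from 15.1 ± 2.31 to 6.38 ± 3.16 CPM (SD, n = 8 each), a log2 fold change of -1.22 (standard error 0.29, adjusted p = 0.00161). Ccl2 changed by -0.93 (adjusted p = 0.0449), Ccr1 by -1.41 (adjusted p = 0.0212) and Cysltr1 by -1.01 (adjusted p = 0.0257), each in 8 of 8 mice. These 3 genes averaged 2.46 ± 0.923, 1.98 ± 0.834 and 3.36 ± 0.962 CPM with vehicle (SD, n = 8 each), and 1 mouse changed each call, with an adjusted p of 0.115 for Ccl2 without DIO-MASH vehicle mouse 1, and of 0.0532 for Ccr1 and 0.0681 for Cysltr1 without combination mouse 3. Nr1h3 rose by 0.32 (adjusted p = 0.00782, 8 of 8 mice) and Traf6 by 0.34 (adjusted p = 0.0157, 7 of 8 mice, and 0.0807 without combination mouse 3). In chow-fed relative to DIO-MASH vehicle mice Ccl2 (-2.81), Ccr1 (-2.38), Ccr2 (-3.40) and Cysltr1 (-2.73) were lower, and Nr1h3 (0.35) and Traf6 (0.41) were higher.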

Whereas the above changes in candidate genes were comparable overall to high-dose zalfermin treatment, fewer candidate genes were differentially regulated by high-dose semaglutide.

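High-dose zalfermin changed 50 of the 129 candidate genes (23 higher, 27 lower, 60 when adjusted over the list alone) and high-dose semaglutide 6 (1 higher, 5 lower, 9 over the list alone). For the 55 mice of Fig 5A, these numbers were 52 (63 over the list alone) and 8 (11 over the list alone). Of the 94 genes that differed between chow-fed and DIO-MASH vehicle mice, high-dose zalfermin moved 84 toward chow (38 past the threshold, with a median of 42.7% of the difference), and high-dose semaglutide moved 84 (6 past the threshold, with a median of 25.0%), against at most 82 in the 200 simulated groups without any effect. Compared directly, the combination and high-dose zalfermin differed at 0 of the 129 genes over all genes and at 2 when adjusted over the list alone. The combination and high-dose semaglutide differed at 5 of the 129 genes (15 over the list alone), and both high doses differed from each other at 1 (2 over the list alone). As sets in the 42 fry tests, high-dose semaglutide passed the threshold for glucose metabolism (adjusted p = 0.00246), bile acid metabolism (0.00706), lipid metabolism (0.000362) and ECM organization (0.00998), and not for inflammation (0.107), ER stress (0.0757) or cell death (0.613). High-dose zalfermin passed it for the same 4 sets (7.29e-06, 0.000192, 0.000184 and 0.000192) and for inflammation (0.0495) and ER stress (0.0472), and not for cell death (0.748).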

**Fig 6:**
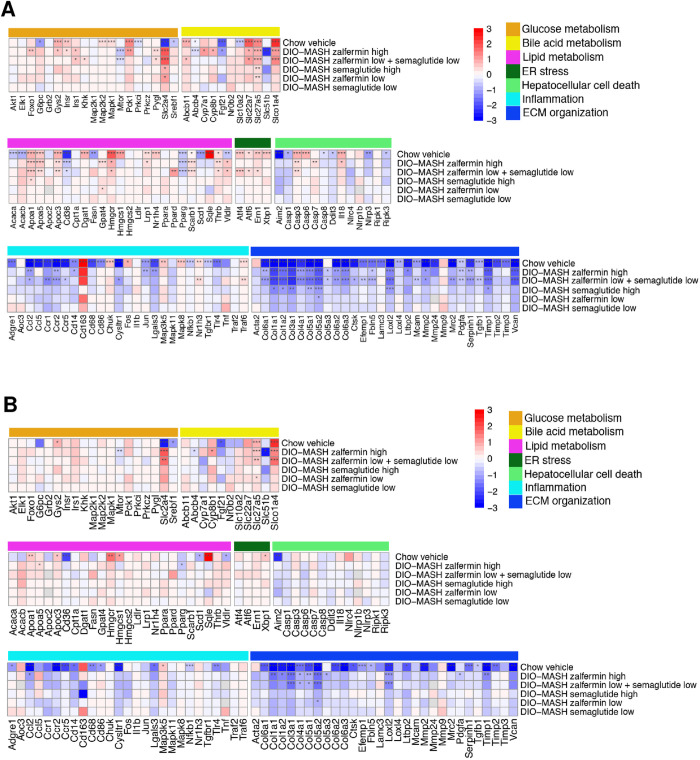
Zalfermin and semaglutide effects on MASH and fibrosis candidate genes before and after correction for body weight loss. Heatmaps illustrating alterations in the expression of candidate genes associated with MASH and fibrosis (log_2_-fold change vs. DIO-MASH vehicle controls) without **(A)** or with **(B)** correction for changes in body weight. Combined low-dose zalfermin-semaglutide treatment demonstrated body weight–independent suppressive effects on fibrosis-associated gene expression programs. Red and blue signify upregulated and downregulated gene expression, respectively. Abbreviations: DIO, diet-induced obesity; ECM, extracellular matrix; ER, endoplasmic reticulum; MASH, metabolic dysfunction–associated steatohepatitis. *p < 0.05, **p < 0.01, ***p < 0.001 vs. DIO-MASH vehicle.

Considering that both zalfermin and semaglutide promoted weight loss in DIO-MASH mice, and body weight loss is limited in patients with MASH treated with FGF21 analogs, the body weight loss–independent benefits of the treatments on transcriptome signatures in DIO-MASH mice were investigated. To this end, the differential gene expression analyses were adjusted for body weight (Fig 6B, S5 Fig). 

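Body weights of single mice could not be joined to the sequenced livers, because the animal numbers in the supporting data do not match the sample numbers, so the adjustment for body weight was not repeated here and all values are without it. In chow-fed relative to DIO-MASH vehicle mice, without that adjustment, the largest changes of the named candidate genes were Timp1 (-4.76, adjusted p = 8.88e-12), Col1a1 (-4.44, adjusted p = 3.47e-12) and Col3a1 (-4.01, adjusted p = 1.38e-13) among ECM genes, Ccr2 (-3.40, adjusted p = 8.90e-12) and Ccl2 (-2.81, adjusted p = 1.16e-07) among inflammatory genes, and Cd36 (-2.40, adjusted p = 8.20e-18), Slc2a4 (-2.34, adjusted p = 1.60e-06) and Slco1a4 (2.30, adjusted p = 5.02e-12) among metabolic genes. All 8 chow-fed mice lay on the same side of the vehicle median at each of these 8 genes.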

Compared with chow-fed controls, candidate genes involved in liver metabolism, inflammation, and fibrogenesis remained significantly regulated in DIO-MASH control mice independent of body weight, likely signifying re-routing of hepatic metabolism necessary to manage dysmetabolic and proinflammatory effects of the high-fat/fructose diet. While treatment-induced changes in liver metabolic markers, inflammation, and endoplasmic reticulum stress were largely explained by weight loss, a subset of ECM-related genes remained suppressed after adjusting for body weight in DIO-MASH mice. This only applied to low-dose zalfermin-semaglutide combination treatment (downregulation: *Col3a1, Col4a1, Col5a1/2, Loxl2*) and monotherapy with low-dose zalfermin (downregulation: *Col5a2*) and high-dose zalfermin (downregulation: *Col1a1, Col1a2, Col3a1, Col4a1, Col5a1/2/3, Loxl2, Pdgfa, Timp1*). Hence, low-dose zalfermin-semaglutide combination treatment promotes more robust suppression of ECM-associated genes than low-dose zalfermin monotherapy. 

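Without adjustment for body weight, high-dose zalfermin moved 16 of the 27 ECM genes that differed between chow-fed and DIO-MASH vehicle mice toward chow past the threshold, and high-dose semaglutide moved 5. For inflammation these numbers were 4 and 0 of 21 genes, for ER stress 0 and 0 of 4, for lipid metabolism 9 and 0 of 18, for bile acid metabolism 4 and 1 of 7, and for glucose metabolism 3 and 0 of 9. A difference between categories in their dependence on body weight was not tested.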

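Without adjustment for body weight, the combination lowered Col4a1 in 8 of 8 mice to 62.9 ± 22.4 CPM, and Loxl2 to 3.20 ± 1.34 CPM (SD, n = 8), a log2 fold change of -1.74 (standard error 0.25, adjusted p = 5.37e-07). Low-dose zalfermin changed Col5a2 by -0.91 (standard error 0.25, adjusted p = 0.0740) over all 56 mice, with 8 of 8 mice under the vehicle median, and by -0.91 (adjusted p = 0.0403) without low-dose semaglutide mouse 6. High-dose zalfermin changed Col1a1 by -2.12, Col3a1 by -2.19, Col4a1 by -1.13, Col5a1 by -1.38, Col5a2 by -1.82, Loxl2 by -1.43 and Timp1 by -1.86 on the log2 scale, with adjusted p-values from 1.09e-06 (Col3a1) to 0.00025 (Col4a1). Col1a2 changed with an adjusted p of 0.000153. Col5a3 (-0.69, adjusted p = 0.0204) and Pdgfa (-0.65, adjusted p = 0.00469) changed less. At these 10 genes, at least 7 of 8 high-dose zalfermin mice lay under the vehicle median. High-dose semaglutide changed Col3a1 (-1.26, adjusted p = 0.0189), Col5a1 (-0.81, adjusted p = 0.0428), Col5a2 (-1.14, adjusted p = 0.00993), Loxl2 (-0.99, adjusted p = 0.0154) and Col1a1 (-1.27, adjusted p = 0.0493).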

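Compared directly and without adjustment for body weight, 8 of the 30 ECM genes were lower with the combination than with low-dose zalfermin (13 when adjusted over the list alone), and 11 (14 over the list alone) over the 55 mice of Fig 5A. Among them, Col3a1 differed by -1.43 (adjusted p = 0.00229) and Loxl2 by -1.09 (adjusted p = 0.00381). Relative to vehicle, low-dose zalfermin lowered 0 of the 30 genes (1 over the list alone, and 4 when only the 2 groups were fitted), against the 21 of the combination. As a set, the ECM genes were lower with the combination than with low-dose zalfermin (median log2 fold change -0.59, fry adjusted p = 0.0111, and 0.00312 over the 55 mice). The mean z-score per mouse was 0.416 ± 0.438 with low-dose zalfermin (SD, n = 8), and the combination differed by -0.666 (exact two-sided permutation p = 0.0106, adjusted p = 0.0528 over 5 comparisons with the combination or between high doses, and 0.0284 over the 55 mice). Within number series A, B and C the difference was -0.521, -0.846 and -0.620. Against vehicle, the z-score of low-dose zalfermin differed by -0.431 (exact permutation p = 0.0169, adjusted p = 0.0203), with -0.485, -0.289 and -0.425 in series A, B and C, and the set had a fry adjusted p of 0.0734 (0.0487 over the 55 mice). The paper reasons from the genes that stayed lower after adjustment for body weight that the combination suppressed ECM genes more robustly than low-dose zalfermin.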

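Without adjustment for body weight, 17 of the 30 ECM genes were lower with high-dose zalfermin than with vehicle (20 when adjusted over the list alone), and 18 (22 over the list alone) over the 55 mice of Fig 5A. The z-score per mouse differed from vehicle by -0.999 (exact two-sided permutation p = 0.00016), and by -0.819, -1.16 and -0.868 within number series A, B and C. As a set the genes had a fry adjusted p of 0.000225. Between the combination and high-dose zalfermin, 0 of the 30 genes differed over all genes and 0 over the list alone, with a z-score difference of -0.0976 (exact permutation p = 0.634) and a fry adjusted p of 0.617.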

High-dose zalfermin presented the broadest body weight–independent downregulation of ECM-associated genes. 

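Without adjustment for body weight, 5 of the 30 ECM genes were lower with high-dose semaglutide than with vehicle (6 when adjusted over the list alone) and 0 with low-dose semaglutide (0 over the list alone). The z-score per mouse differed from vehicle by -0.653 with high-dose semaglutide (exact two-sided permutation p = 0.0113, adjusted p = 0.0170) and by -0.549 with low-dose semaglutide (exact permutation p = 0.0376). Without low-dose semaglutide mouse 6 the latter was -0.313 (exact permutation p = 0.0757). Within number series A, B and C, the difference was -0.970, -0.354 and -0.122 with high-dose semaglutide and -0.269, -1.01 and -0.455 with low-dose semaglutide, whose series B held mouse 6 and 1 other mouse. As a set, the ECM genes had a fry adjusted p of 0.0120 with high-dose semaglutide and 0.0337 with low-dose semaglutide (0.118 without mouse 6). Between high-dose zalfermin and high-dose semaglutide the z-score differed by -0.347 (exact permutation p = 0.170), and 0 of the 30 genes differed over all genes.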

Semaglutide monotherapy did not show any body weight–independent effects on gene expression in this study of 8-week intervention treatment.

## Discussion

The present preclinical study characterized the effects of zalfermin, a novel long-acting FGF21 analog, alone and in combination with semaglutide in the AMLN DIO-MASH mouse, a well-established biopsy-confirmed model of MASH and fibrosis [19,20]. We report additive benefits of combined low-dose zalfermin and semaglutide treatment. Notably, the efficacy of low-dose zalfermin-semaglutide combination therapy on metabolic, biochemical, and histological endpoints was greater than or equal to corresponding high-dose monotherapies. Hepatic transcriptome analyses suggest that effects of zalfermin mono- and combination treatment were partly driven by weight loss–independent molecular mechanisms. Collectively, the current study supports a clinical rationale for development of zalfermin as combination therapy or monotherapy in patients with MASH.

Zalfermin and semaglutide monotherapies showed comparable dose-dependent outcomes on most endpoints in AMLN DIO-MASH mice with biopsy-confirmed MASH. Both compounds consistently reduced body weight and improved biochemical and histological hallmarks of MASH after 8 weeks of treatment, but without reducing fibrosis severity in AMLN DIO-MASH mice. While the benefits of high-dose zalfermin and semaglutide monotherapy on liver histology were predominantly driven by improvements in steatosis, both compounds also reduced standard histological markers of hepatic inflammation and stellate cell activation. The efficacy profile of high-dose semaglutide is in line with previous studies in AMLN DIO-MASH mice [26] and Gubra-Amylin NASH (GAN) DIO-MASH mice [24], a closely related model with similar disease phenotype [27]. Whereas FGF21 analogs have previously been tested in various DIO/DIO-MASLD mouse models [28], only a single efficacy study has so far been reported in a translational model of fibrosing MASH. Accordingly, the FGF21 analog PF-05231023 (10 mg/kg, SC, biweekly dosing) lowered body weight (−7%) in addition to improving liver pathology, including NAS and fibrosis score, in GAN DIO-MASH mice after 12 weeks of treatment [29]. Although differences in study designs should be taken into account, the present study suggests greater efficacy of zalfermin on body weight (−16%) with comparable benefits on MASH endpoints using a substantially lower dose (0.2 mg/kg, SC, QD) and shorter treatment duration (8 weeks). While transcriptome signatures suggested beneficial changes in ECM gene expression patterns following zalfermin combination and monotherapy, the relatively short treatment period could be sufficient to suppress fibrogenesis activity, although longer treatment duration is likely necessary to also clear collagen deposited before treatment intervention. The high-dose zalfermin and the low-dose combination treatment presented with significant reduction in ECM signature even after correcting for body weight loss.

This preclinical study is the first to demonstrate significant benefits of FGF21 analog and GLP-1RA combination therapy in the context of MASH. Outcomes of combined low-dose zalfermin-semaglutide therapy were superior to individual low-dose monotherapies on almost all endpoints evaluated in AMLN DIO-MASH mice. It is noteworthy that additive or more-than-additive effects were observed for improvements in body weight, hepatomegaly, biochemistry (plasma cholesterol, plasma ALT, liver TG), and histology (NAS, steatosis score, lobular inflammation score, lipid % area). The therapeutic benefits of high-dose semaglutide treatment in AMLN and GAN DIO-MASH mice are in close agreement with a recent clinical phase 2 trial in patients with noncirrhotic MASH [16]. Currently, semaglutide is in phase 3 clinical development for MASH (ESSENCE; NCT04822181) and has recently received accelerated FDA approval for MASH with fibrosis stage F2–F3 [30]. There is also an ongoing phase 2 trial that is evaluating the effect of zalfermin and semaglutide combination therapy in patients with MASH with fibrosis stage F2–F3 or F4c (NCT05016882). Other investigational long-acting FGF21 analogs have recently been profiled in patients with MASH. A 24-week phase 2b clinical trial evaluating the Fc-conjugated FGF21 analog efruxifermin (AKR-001) indicated significant improvements in NAS and fibrosis stage in patients with MASH with fibrosis stage F2–F3 compared with placebo [8]. Interestingly, efruxifermin has also recently been shown to provide clinically meaningful reductions in liver fat (hepatic fat fraction) and non-invasive markers of fibrosis in patients with MASH and type 2 diabetes already on GLP-1RA treatment [18]. In contrast, a PEGylated FGF21 analog pegbelfermin (BMS-986036), administered once weekly did not meet FDA-accepted primary histological endpoints (≥1-point decrease in fibrosis score without worsening of MASH; MASH resolution without fibrosis worsening) in 24- to 48-week phase 2b studies in patients with MASH with fibrosis stage F3 or F4c [10,31]. In a 24-week phase 2b study, the glycoPEGylated FGF21 analog pegozafermin (BIO89–100) given once weekly improved fibrosis without worsening of MASH in 26% vs. 7% in the placebo group and resolved MASH without worsening of fibrosis in 37% vs. 2% in the placebo group [9].

Marginal weight loss or no clinically relevant change in body weight has been reported for this drug class in patients with MASH [8,9,31]. This is in line with the almost weight-neutral effects of long-acting FGF21 analogs, including efruxifermin and BOS-580, in individuals with obesity with or without type 2 diabetes [11,32]. The clinical reports are in contrast to the consistent weight loss (up to 20%) in mice, pigs, and nonhuman primates treated with FGF21 analogs [7], indicating nontranslatable body weight regulatory effects of FGF21 analogs in preclinical species. Despite similar efficacy on body weight loss, cumulative food intake was significantly decreased by high-dose semaglutide and increased by high-dose zalfermin monotherapy, indicating highly different modes of action on body weight. Therefore, the beneficial effects of high-dose zalfermin on the liver appear to occur even with increased intake of the MASH-inducing AMLN diet. Although we did not assess food preference in the present study, central FGF21 action has been shown to shift macronutrient preference toward protein sources [33]. We therefore speculate that enhanced food intake could reflect an increased drive for protein consumption rather than stimulating appetite function. Increased protein intake has been associated with weight loss and improved body composition which overall contributes to improved metabolic health [34,35]. This may suggest that FGF21-induced changes in nutrient preference could support beneficial metabolic adaptations despite increased caloric intake. In mice and non-human primates on a high-fat diet, FGF21 analogs have been shown to drive energy expenditure, so despite increases in food intake, body weight loss is observed [6,36]. However, it is still unknown if increases in energy expenditure are observed in humans treated with FGF21 analogs. Other FGF21 analogs have shown similar effects on food intake in DIO and DIO-MASH mouse models [29]. The disparity is therefore most likely attributed to species differences in the regulation of energy expenditure. In rodents, FGF21-stimulated energy expenditure is mediated via sympathomimetic stimulatory effects on adipose tissue thermogenesis through direct FGF21 central action to achieve negative energy balance [37]. While the comprehensive understanding of the neural circuits recruited by FGF21 is needed, hypothalamic KLB signaling could play a critical role in mediating FGF21 effects on energy homeostasis [37].

To fully harness the therapeutic potential of FGF21 analogs in the management of MASH, it could be desirable to combine FGF21 analog therapy with an anti-obesity drug. Given the added benefits of combined low-dose zalfermin and semaglutide treatment, we profiled the liver transcriptome with the aim to pinpoint molecular mechanisms potentially contributing to the observed strong effects on metabolic, biochemical, and histological markers in AMLN DIO-MASH mice. 

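Effects on these markers were compared between treatments by the direction and size of changes across genes. Across the 14105 genes, the log2 fold changes of treatments relative to the same DIO-MASH vehicle mice correlated with Pearson's r from 0.627 to 0.796 over the 10 pairs of treatments. Groups simulated without any effect against the same vehicle mice, 200 in number, gave a mean r of 0.452, and 0.786 at the upper end of the 95% range, because the vehicle mice are shared. The pair of the combination and high-dose zalfermin had an r of 0.796, which 4 of the 200 simulated pairs reached (maximum 0.838). With Spearman's rho this pair had 0.771 and both high doses 0.771, against 0.772 at the upper end of the simulated range, so that over all 56 mice the correlations do not single out a pair. Without low-dose semaglutide mouse 6, r ranged from 0.535 to 0.796, against 0.759 at the upper end of the simulated range. With Spearman's rho over the 55 mice, the combination with high-dose zalfermin and both high doses with each other had 0.771. Of the simulated pairs, 0 of 200 reached this value (maximum 0.769, upper end of the range 0.723). The combination with high-dose semaglutide (0.739), and low-dose zalfermin with high-dose zalfermin (0.727) and high-dose semaglutide (0.726), also lay above that upper end. The remaining pairs lay under it. As sets with the low doses, ECM organization had a fry adjusted p of 0.0757 for zalfermin and 0.0330 for semaglutide over the 42 tests of categories, and over the 55 mice of Fig 5A 0.0487 for zalfermin and 0.129 for semaglutide, so that both calls depend on low-dose semaglutide mouse 6. The combination was lower than low-dose semaglutide at 6 of the 30 ECM genes (8 when adjusted over the list alone), and at 11 (15 over the list alone) without low-dose semaglutide mouse 6. As a set the difference had a median of -0.55 and a fry adjusted p of 0.0252 (0.00129 without that mouse). Per mouse, the z-score of the ECM genes differed by -0.548 (exact permutation p = 0.0977, adjusted p = 0.177), with -0.737, -0.129 and -0.590 within series A, B and C, and by -0.795 without that mouse (exact permutation p = 0.00249, adjusted p = 0.0124). At the 129 candidate genes, the combination differed from low-dose zalfermin at 15 (24 over the list alone) and from low-dose semaglutide at 15 (19 over the list alone).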

By comparing the effect of individual monotherapies on hepatic global gene expression signatures, it was evident that both compounds exhibited strong effects on gene expression markers of lipid handling, bile acid metabolism, and ECM organization, which were accentuated upon low-dose combination therapy. The low-dose combination treatment and high-dose zalfermin monotherapy were found to have a significant effect on gene markers of lipid metabolism and ECM organization even when adjusting for body weight, inviting the possibility that additive effects of combined low-dose zalfermin-semaglutide therapy were partially driven by molecular mechanisms unrelated to weight loss. 

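Additivity of the low doses was tested on the ECM genes without adjustment for body weight, which was not repeated here. On the z-score per mouse, the shifts of both low doses summed to -0.980 and the combination shifted by -1.10, an interaction of -0.117 (p = 0.748 from 100000 permutations of residuals). Without low-dose semaglutide mouse 6, the sum was -0.748 against -1.11, an interaction of -0.360 (permutation p = 0.194). As a set, the interaction of the 30 genes had a median of -0.21 on the log2 scale and a fry adjusted p of 0.617 (0.252 without that mouse). Of the 129 candidate genes, the interaction was past the threshold at 0 genes over all genes and at 1 when adjusted over the list alone.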

Similar to patients with MASH and obese individuals who exhibit increased circulating FGF21 levels, an increase in plasma FGF21 concentrations has been reported in DIO mice, which also exhibit FGF21 resistance due to desensitization of FGFR1/KLB signaling [38]. It is therefore possible that the weight loss promoted by semaglutide could reverse FGF21 resistance, thereby enhancing efficacy of zalfermin. In support of this notion, low-dose combination treatment and high-dose zalfermin monotherapy partly reversed hepatic *Klb* downregulation in AMLN DIO-MASH mice. Also, semaglutide can improve FGF21 sensitivity in DIO mice by stimulating hepatic expression of FGFR1 and KLB [39]; furthermore, liraglutide has been shown to increase FGF21 sensitivity in adipose tissue by increasing expression of *Klb* and *Fgfr1−3* [40], indicating a great potential of GLP-1 agonism to increase FGF21 sensitivity.

Low-dose combination therapy partially reversed elevated plasma TC and liver TG levels in AMLN DIO-MASH mice. Consistent with a previous report, the AMLN diet did not induce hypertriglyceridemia, likely attributed to deficient hepatic TG secretion, as high dietary cholesterol levels lower endogenous cholesterol ester and lipoprotein synthesis [27]. Because zalfermin and semaglutide showed opposing effects on fat/cholesterol-rich AMLN diet intake, the benefits of zalfermin and semaglutide on these markers are likely due to different mechanisms. Zalfermin may improve plasma TC and liver TG levels by both direct and indirect (e.g., by inhibition of lipolysis and lowering of plasma insulin) liver action [41]. As hepatocytes do not express the GLP-1 receptors [42], semaglutide may potentially lower these lipid markers by a combination of reduced AMLN diet intake, decreased gastric emptying, and improved hepatic insulin sensitivity. 

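Among the metabolic categories of candidate genes, the sets were past the threshold with high-dose zalfermin at a median log2 fold change of 0.19 for glucose metabolism, 0.41 for bile acid metabolism and 0.13 for lipid metabolism, and with high-dose semaglutide at 0.11, 0.32 and 0.15. Compared directly, the high doses differed at 1 of the 129 candidate genes. Relative to high-dose semaglutide, high-dose zalfermin changed Scarb1 by 0.36 (adjusted p = 0.0588) over all 56 mice and 0.36 (adjusted p = 0.0420) over the 55 mice of Fig 5A.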

Consistent with zalfermin and semaglutide targeting different molecular mechanisms, effects on liver metabolic transcriptome signatures were most pronounced for zalfermin. Key players in bile acid regulation, *Abcb11*, *Slc22a7*, *Slc27a5*, and *Slco1a4,* were upregulated by zalfermin. 

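Relative to DIO-MASH vehicle mice, high-dose zalfermin changed Slc27a5 by 0.79 (adjusted p = 9.35e-07) and Slco1a4 by 1.20 (adjusted p = 6.29e-05), each in 8 of 8 mice. Abcb11 changed by 0.41 in 5 of 8 mice and did not pass the threshold (adjusted p = 0.122). Slc22a7 changed by 0.94 in 7 of 8 mice, with an adjusted p of 0.0608 over all 56 mice and 0.0494 without low-dose semaglutide mouse 6. Low-dose zalfermin changed Slc27a5 by 0.47 (adjusted p = 0.0403) in 8 of 8 mice, and Abcb11 (0.46, adjusted p = 0.298), Slc22a7 (0.55, adjusted p = 0.585) and Slco1a4 (0.37, adjusted p = 0.535) did not pass the threshold. High-dose semaglutide changed Slc27a5 by 0.48 (adjusted p = 0.0152) in 7 of 8 mice.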

ABCB11 (also known as BSEP) is responsible for transporting bile acids from hepatocytes into the bile, while loss of Slc25a7 activates hepatic stellate cells and promotes fibrosis [43], potentially indicating a beneficial effect of zalfermin in MASH via bile acids regulation. Bile acids and their metabolites are toxic to hepatocytes, and bile acid synthesis is therefore tightly regulated by several negative feedback loops [44]. For example, bile acids activate hepatic farnesoid X receptor (FXR) signaling, which in turn stimulates the expression of the negative FXR co-regulators SHP and NR0B2, resulting in reduced expression of *Cyp7a1*, the major bile acid–producing enzyme. As *Cyp7a1* mRNA levels were increased by high-dose zalfermin, we speculate that zalfermin may improve hypercholesterolemia by stimulating cholesterol flux into bile acids. It should be noted that zalfermin-induced *Cyp7a1* expression was abolished by correcting for body weight. In addition, intestinal FXRs play an important role in controlling bile acid homeostasis, as ileal FXR activation increases the synthesis and release of FGF15/19 (FGF19 ortholog in mice), which directly acts on hepatocytes to repress bile acid synthesis and stimulate gallbladder filling [45]. It is therefore noteworthy that high-dose zalfermin and low-dose combination treatment partially reversed *Fgfr4* and *Klb* downregulation in AMLN DIO-MASH mice, potentially reflecting enhanced intrahepatic FGF15/19 activity. 

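Cyp7a1 (ENSMUSG00000028240, chromosome 4 from 6265612 to 6275633) averaged 161 ± 70.5 CPM with vehicle and 352 ± 132 CPM with high-dose zalfermin (SD, n = 8 each), a log2 fold change of 1.13 (standard error 0.35, adjusted p = 0.0200), with 8 of 8 mice above the vehicle median. Over all alternatives the adjusted p ranged from 0.00514 to 0.0544. With the combination, Cyp7a1 changed by -0.21 (adjusted p = 0.698), a difference of -1.34 from high-dose zalfermin (adjusted p = 0.0598). It did not change past the threshold with low-dose zalfermin (0.11, adjusted p = 0.934), low-dose semaglutide (-0.36, adjusted p = 0.801) or high-dose semaglutide (0.21, adjusted p = 0.798), nor did it differ between chow-fed and DIO-MASH vehicle mice (0.57, adjusted p = 0.168). Nr0b2, which encodes SHP, changed by 0.18 (adjusted p = 0.772) with high-dose zalfermin.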

Although we did not assess bile acid levels in the present study, pegbelfermin has been reported to reduce circulating secondary bile acid levels in patients with MASH [46], supporting that FGF21 analogs can improve bile acid homeostasis in MASH. 

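Relative to DIO-MASH vehicle mice, high-dose zalfermin changed Insr by 0.48 (adjusted p = 0.0223) in 8 of 8 mice, Irs1 by 0.56 (adjusted p = 0.0488) in 7 of 8, Mtor by -0.51 (adjusted p = 0.000126) in 8 of 8, Gys2 by 0.51 (adjusted p = 0.0442) in 8 of 8 and Pygl by 0.39 (adjusted p = 0.0116) in 7 of 8. With low-dose zalfermin none of these genes passed the threshold, with log2 fold changes of 0.30 for Insr, 0.44 for Irs1, -0.08 for Mtor, 0.19 for Gys2 and 0.26 for Pygl, and the smallest adjusted p of the 5 was 0.361 (Pygl). With the combination, Insr changed by 0.25 (adjusted p = 0.253) and Gys2 by 0.13 (adjusted p = 0.652). The combination and high-dose zalfermin were not separated at Insr (-0.24, adjusted p = 0.614) or Gys2 (-0.38, adjusted p = 0.422).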

Zalfermin also consistently regulated markers of insulin sensitivity (upregulation of *Insr* and *Irs1,* downregulation of *Mtor*) and glycogen turnover (*Gys2, Pygl*), pointing toward overall improved hepatic glucose homeostasis.

## Conclusions

Zalfermin and semaglutide have added therapeutic effects in a translational mouse model of biopsy-confirmed MASH, supporting their combined use at low doses to improve treatment outcomes in MASH. Notably, high-dose zalfermin alone achieved comparable efficacy to the low-dose combination across most endpoints. Both low-dose combination and high-dose zalfermin showed an effect on hepatic ECM signatures, even after adjusting for body weight, supporting the clinical development of zalfermin as monotherapy and combination therapy.

## Supporting information

S1 Fig Zalfermin and semaglutide have opposing effects on real-time food intake in AMLN DIO-MASH mice. **(A)** Daily food intake monitored during treatment week 1–2 and thereafter once weekly. **(B)** Daily cumulative food intake (g and kcal, treatment week 1–2). **(C)** Total food intake (g and kcal, treatment week 1–2). ***p < 0.001 vs. DIO-MASH vehicle; ^#^*p* < 0.05, ^###^*p* < 0.001 vs. Zal low + Sema low.
(TIF)

S2 Fig Comparison of individual pre-post liver biopsy histopathological scores. **(A)** NAS (NAFLD Activity Score), **(B)** fibrosis stage, **(C)** steatosis score, **(D)** lobular inflammation score, (E) hepatocyte ballooning degeneration score in AMLN DIO-MASH mice (n = 11–12 per group) administered vehicle (SC, QD), zalfermin 0.05 mg/kg (Zal low), zalfermin 0.2 mg/kg (Zal high), semaglutide 3 μg/kg (Sema low), semaglutide 120 μg/kg (Sema high), or zalfermin 0.05 mg/kg + semaglutide 3 μg/kg (Zal low + Sema low) for 8 weeks. Vehicle-dosed (SC) chow-fed mice served as normal controls (n = 10).
(TIF)

S3 Fig Representative photomicrographs showing improvement in quantitative markers of inflammation (CD11b, Gal-3) and fibrogenesis (α-SMA), whereas fibrosis (Col1a1) appears unchanged after low-dose combination therapy with zalfermin and semaglutide. AMLN DIO-MASH mice were administered vehicle (SC, QD), zalfermin 0.05 mg/kg (Zal low), zalfermin 0.2 mg/kg (Zal high), semaglutide 3 μg/kg (Sema low), semaglutide 120 μg/kg (Sema high), or zalfermin 0.05 mg/kg + semaglutide 3 μg/kg (Zal low + Sema low) for 8 weeks. Vehicle-dosed (SC) chow-fed mice (Chow Vehicle) served as normal controls. Magnification 20 ×; scale bar, 100 μm.
(TIF)

S4 Fig Differentially expressed genes (DEGs) in DIO-MASH mice. **(A)** Upset plot depicting DEGs that are unique and shared among the DIO-MASH treatment groups. **(B)** As A, after correcting for body weight. **(C)** Venn diagram depicting overlapping and distinct differential expression of genes in groups receiving low-dose combination treatment or monotherapy with zalfermin and semaglutide compared with vehicle controls. **(D)** Venn diagram depicting overlapping and distinct differential expression of genes in groups receiving low-dose combination treatment or high-dose monotherapy with zalfermin and semaglutide compared with vehicle controls.

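Of the DEGs relative to DIO-MASH vehicle mice over all 56 mice, 1626 changed in the same direction with the combination and with high-dose zalfermin, which is 55.1% of those of the combination and 66.9% of those of high-dose zalfermin. Of the combination's DEGs, 1309 (44.3%) were past the threshold with no other treatment. Of the 66 DEGs of low-dose zalfermin, 63 changed in the same direction with the combination, 66 with high-dose zalfermin and 51 with high-dose semaglutide. Of the 343 DEGs of high-dose semaglutide, 312 changed in the same direction with the combination and 310 with high-dose zalfermin. Over the 55 mice of Fig 5A, the combination shared 1755 genes with high-dose zalfermin, 131 of 138 with low-dose zalfermin and 459 of 502 with high-dose semaglutide. All comparisons use the same DIO-MASH vehicle mice. Groups simulated without effect against them had a mean of 0.18 genes past the threshold (at most 21) and shared a mean of 0.105 with the combination. These simulated groups were tested with limma on log2 CPM against the vehicle mice alone, not in the joint edgeR fit. Genes past the threshold in one treatment only are not shown to differ between treatments, as the direct comparison of the combination with high-dose zalfermin found 71 genes.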

(TIF)

S5 Fig Total number of differentially expressed genes (DEGs) compared with vehicle-dosed DIO-MASH mice with correction for changes in body weight.

S1 Data Raw data PLoS One.

How the deposited data were processed for this re-analysis (not part of the article)

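The data are the authors' deposited table of gene counts, which holds the raw number of reads that the authors counted on each of 21935 genes in the livers of 56 mice, 8 in each of 7 groups. Per the authors, libraries were made with a stranded mRNA kit, sequenced on a NextSeq 500, and aligned with STAR to GRCm38 with Ensembl 89 genes, and the counts were deposited without normalization. The paper does not name the program that counted reads on genes or state whether strand was used. Every sample was mapped to its group by its label, and no sample was left out. The deposited table does not mark the low-dose semaglutide mouse that the paper excluded, so all 56 mice were used, and each low-dose semaglutide mouse was left out in turn. The fit without mouse 6 of that group is reported second, because its positions match those of Fig 5A.

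Genes with 5 or more reads in 3 or more mice were kept (14105). Counts were analysed with edgeR 4.0.16 in R 4.3.3: TMM normalization, one quasi-likelihood fit of all 7 groups without covariates, and two-sided quasi-likelihood F tests, with Benjamini-Hochberg adjustment over the 14105 genes and a threshold of 0.05. The log2 fold change and its standard error per gene come from the edgeR fit, and adjusted p-values of single genes are edgeR's unless DESeq2 is named. The low-dose interaction is the combination minus low-dose zalfermin minus low-dose semaglutide plus DIO-MASH vehicle on the log2 scale. CPM values used edgeR's normalized library sizes, and log2 CPM values a prior count of 2. Gene sets were tested with fry and camera of limma 3.58.1. The ECM score of a mouse is the mean z-score of log2 CPM over the 30 ECM genes of Fig 6A. Scores and principal components were compared between groups with exact two-sided permutation tests, for which 8 against 8 mice allow no p under 0.00016. Principal components were computed on the 500 most variable genes after vst (blind) of DESeq2 1.42.0. Additivity of scores was tested with 100000 permutations of residuals. Groups without a treatment effect were simulated 200 times against the same DIO-MASH vehicle libraries, and additive low doses 20 times. Genes past the threshold in the former came from limma's moderated t test on log2 CPM, with only the vehicle and simulated mice fitted. Each comparison across genes was repeated on 100 splits of its mice, the real one included. Figures were drawn with matplotlib 3.10.9.

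The alternatives, chosen before the data were examined, were DESeq2's Wald test, DESeq2's size factors in the edgeR fit, no filter beyond 1 read, a stricter filter (10 or more reads in 8 or more mice), the number series of the labels as a covariate, a fit of only the 2 groups compared, each mouse left out in turn, camera in place of fry, and for the principal components a larger number of genes or log2 CPM. Chosen after seeing the data were DESeq2's Wald test with each low-dose semaglutide mouse left out, and each mouse left out in turn for single named genes. Depth limits the results at low expression. At the median depth of 12206788 reads per mouse, genes near 1 CPM rest on few reads, and only large changes of such genes can pass the threshold.

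Genes named are every gene that the paper names for the liver RNA data, apart from some that are not reported here, and, for each comparison with DIO-MASH vehicle and the low-dose interaction, the 3 largest rises and the 3 largest falls among genes past the threshold with a mean of 1 CPM or more and, except for the interaction, no overlap between the mice of both groups. This rule was set before the data were examined. Marker lists written from general knowledge covered hepatocytes, hepatic stellate cells, Kupffer cells, monocyte-derived macrophages, sinusoidal endothelial cells, cholangiocytes, T cells, B cells, red blood cells, pancreas, adipocytes, epithelium of the gallbladder, small intestine and stomach, Y chromosome genes, and male-biased, female-biased and growth hormone target genes of the liver. Candidate genes were read from Fig 6A and grouped into its 7 categories.

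The steps were tested on simulated counts with 200 genes changed 2 times among 13969. edgeR recovered 88.5% of them, with 5.80% false calls and 0 calls in a group without change. For an interaction planted at 2 times that change on the log2 scale, it recovered 93.5%. Recovery of smaller interactions was not measured. DESeq2 recovered 89.5% with 8.39% false calls. fry gave a p of 4.02e-24 for a lowered set and 0.425 for an unchanged one. All planted disease genes moved back in the reversal step, and the planted group explained 54.5% of a principal component.

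The paper's adjustment for body weight, its histology, biochemistry and body weight data, and the reads themselves were not analysed here. Mice of a pair in a group were checked for copied columns, and the most similar pair of a group differed by a chi-square of 7.93 per degree of freedom or more.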

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

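The tests on library depth, on mice 1 (low-dose zalfermin), 3 (combination) and 6 (high-dose zalfermin) as mislabelled chow mice, on tissue RNA in chow mouse 8, and on the number series and on one mouse for Cidea and Themis separately were chosen only after the result was seen. A mouse is reported here when its gap to the nearest mouse of its group exceeds the share of the group's range that Dixon's test allows at the 95% level. Of 119 such checks 14 passed it, against 5.95 that chance gives, and the measures of one mouse are not independent of each other.

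Low-dose semaglutide mouse 6 lay apart from its group on PC1 (17.6, against -8.36 ± 5.10 (SD) in the other 7 mice, a gap of 0.618 of the range), on the ECM score (-1.37 against 0.536 ± 0.346, gap 0.653), and on log2 CPM of Col1a1 (4.28 against 7.20 ± 0.344, gap 0.732), Cidea (2.96 against 5.23 ± 0.370, gap 0.598) and Themis (1.97 against 4.53 ± 0.462, gap 0.569). This mouse is not among those shown in Fig 5A. Low depth was tested with its 9193602 reads, which lie within the range of its group. If it were a mislabelled chow mouse it would lie on the chow side at most of the genes that separate chow-fed from all other mice, and it did so at 46 of 131 (35.1%), against at most 19.4% in any other DIO-MASH mouse. RNA from gallbladder, small intestine or stomach was tested with the list genes at which this mouse was the highest of all mice (0). A mouse that responded more, or had less disease at the start, remains open and was not tested.

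Low-dose zalfermin mouse 1 lay apart on PC1 (11.6 against -9.07 ± 2.46 (SD) in the other 7 mice, gap 0.706), on PC3 (-6.33 against -0.675 ± 1.28, gap 0.541), on the ECM score (-0.593 against 0.560 ± 0.173, gap 0.668) and on Col1a1 (5.55 against 7.39 ± 0.358, gap 0.570). Combination mouse 3 lay apart on PC1 (13.8 against -1.29 ± 3.65, gap 0.569). High-dose zalfermin mouse 6 lay apart on PC1 (15.6 against 0.367 ± 3.21, gap 0.564) and on Col1a1 (4.30 against 6.09 ± 0.162, gap 0.730). Each of these 3 mice lay toward the chow-fed mice. As mislabelled chow mice they would lie on the chow side at most separating genes, and they did so at 9.09% (low-dose zalfermin mouse 1), 19.4% (combination mouse 3) and 14.0% (high-dose zalfermin mouse 6). Their depths were 16013740, 13435703 and 8235793 reads, which excludes low depth as the cause for each, as mice of similar or lower depth in the same groups did not lie apart. Of the tissue lists, they were the highest mouse at 0, 0 and 1 genes, the latter in the stomach list. No stomach gene exceeded 1.34 CPM in high-dose zalfermin mouse 6. A stronger response of single mice remains open and was not tested.

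DIO-MASH vehicle mouse 1 had a lower Col1a1 (6.94 against 8.17 ± 0.229 log2 CPM (SD) in the other 7 mice, gap 0.588). Its depth of 16434379 reads argues against low depth, and for RNA from another tissue it was the highest mouse at 0 list genes. Milder fibrosis at the start is a candidate explanation that was not tested.

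Chow mouse 8 lay apart on PC3 (35.7 against -0.869 ± 2.91 (SD) in the other 7 mice, gap 0.792), and 62 genes were more than 10 times as high in it as in every other mouse. It was the highest of the 56 mice at 12 of 12 small intestine genes, for which chance gives 0.214, with Alpi at 997.5, Zg16 at 211 and Sis at 206 CPM. It was the highest at 5 of 10 gallbladder genes, with Krt19 at 122.8 CPM, but Krt7 (4.08 CPM) and Sox9 (3.89 CPM) were lower than the highest other mouse (16.1 and 24.9 CPM), and Krt19, Epcam and Cldn7 are also abundant in intestine. It was the highest at 1 of 6 stomach genes (Pgc, 38.5 CPM). Its depth was 10291467 reads. The values are consistent with RNA from small intestine in this sample, a hypothesis that was formed and tested on the same data. Values of Tff2 (1387 CPM against at most 3.15) and Fcgbp (722 CPM against at most 1.52) belong to the same set of 62 genes. No biological explanation was tested, and without this mouse 7937 genes differed between chow-fed and DIO-MASH vehicle mice.

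The effect of the combination departed from the sum of both low doses at Cidea (-3.59 on the log2 scale, adjusted p = 0.00127) and Themis (-2.75, adjusted p = 0.0216). For one mouse as the cause, 0 of 32 fits that each left out 1 mouse lost Cidea, and 8 of these 32 lost Themis. With the number series as a covariate the adjusted p of Cidea was 0.00182, whereas that of Themis was 0.0769 (log2 value -2.64). One mouse and a difference between series are thus argued against for Cidea and stay open for Themis. Lower T cell content would move other T cell genes as well, and Themis lay 4.01 standard errors from the median of the 4 T cell genes (0.35). Neither gene was past the threshold with either low dose alone (Cidea adjusted p = 0.290 with zalfermin and 0.768 with semaglutide, Themis 0.359 and 0.611), so a lowering by a single low dose is not established. Biological explanations of the departure were not tested and stay open. In the split test of the interaction, 2 of 100 splits gave as many genes, and the other one gave 16.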

How the results depend on the processing

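The alternatives were chosen before the data were examined, except DESeq2's Wald test with each low-dose semaglutide mouse left out and the leaving out of each mouse for single named genes, which were chosen after seeing the data. No paired analysis was possible because each mouse has a number of its own and gave 1 sample. Of the values that answer a comparison under an alternative, 752 kept their direction and side of the threshold (or, for counts, stayed within 1.5 times), 104 moved, 4 passed the threshold anew, 7 no longer passed it and none reversed. Of the values of single named genes, 4460 stayed the same, 34 passed the threshold anew, 133 no longer passed it and none reversed. The stricter filter and DESeq2's size factors changed none of the comparisons past these limits, and neither did a larger number of genes or log2 CPM for the principal components.

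DESeq2's Wald test gave 211 genes for low-dose zalfermin, 32 for low-dose semaglutide (30 higher, 2 lower), 516 for high-dose semaglutide, 176 between the combination and high-dose zalfermin, 415 between the combination and high-dose semaglutide, 143 between both high doses, and 14 for the low-dose interaction (5 higher, 9 lower, against 0 higher and 2 lower with edgeR). Of the candidate genes it gave 3 for low-dose zalfermin and 2 for low-dose semaglutide, with 1 ECM gene lower for each. The other 16 comparisons tested with DESeq2 stayed the same. edgeR and DESeq2 shared 7648 genes for chow, 50 for low-dose zalfermin, 0 for low-dose semaglutide, 2931 for the combination, 2396 for high-dose zalfermin and 336 for high-dose semaglutide. The cause was not tested.

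With the number series as a covariate, low-dose zalfermin changed 123 genes, the combination and high-dose zalfermin differed at 130, the interaction was past the threshold at 1, 2 candidate genes passed for low-dose zalfermin, and low-dose zalfermin moved 1.49% of the disease genes toward chow past the threshold. The other 40 comparisons stayed the same. When only the 2 groups compared were fitted, low-dose zalfermin changed 141 genes, 5 candidate genes and 4 ECM genes, and the combination differed from high-dose zalfermin at 16. In the same fits the results "DEGs zalfermin low + semaglutide low vs semaglutide low" and "DEGs zalfermin low + semaglutide low vs semaglutide high" were 298 and 124 genes. In these fits the spread is estimated from fewer mice. The ECM set with low-dose zalfermin then had a median of -0.36 (fry p = 0.0158), and with camera's preset correlation a p of 6.61e-08. Without the filter the combination and high-dose zalfermin differed at 38 genes. Among disease genes with an absolute log2 fold change of 1 or more, the "reversal of the disease signature, percent past the threshold toward chow, zalfermin low" was 1.39% and the "reversal of the disease signature, percent past the threshold toward chow, semaglutide high" was 7.14%. The cause was not tested.

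With 1 mouse left out, the DEGs of chow ranged from 7469 (without chow mouse 7) to 7937 (without chow mouse 8) across 24 fits, low-dose zalfermin from 6 (without low-dose zalfermin mouse 1) to 138 (without low-dose semaglutide mouse 6) across 24, low-dose semaglutide from 0 to 2 (without DIO-MASH vehicle mouse 1) across 16, the combination from 2344 (without combination mouse 3) to 3294 (without combination mouse 2) across 24, high-dose zalfermin from 2038 (without its mouse 6) to 2596 (without low-dose semaglutide mouse 6) across 24, and high-dose semaglutide from 69 (without its mouse 4) to 745 (without its mouse 7) across 24. The interaction ranged from 1 (without DIO-MASH vehicle mouse 7) to 7 (without low-dose semaglutide mouse 6) across 32 fits. The combination differed from low-dose zalfermin at 647 (without low-dose zalfermin mouse 2) to 1149 genes (without low-dose zalfermin mouse 1), from low-dose semaglutide at 397 (without low-dose semaglutide mouse 5) to 1178 (without low-dose semaglutide mouse 6), from high-dose zalfermin at 13 (without combination mouse 4) to 109 (without combination mouse 2) and from high-dose semaglutide at 126 (without high-dose semaglutide mouse 6) to 366 (without combination mouse 2), and both high doses differed at 25 (without high-dose semaglutide mouse 7) to 119 (without low-dose semaglutide mouse 6). In the 8 fits that each left out 1 low-dose semaglutide mouse and used DESeq2, chow had 7758 to 7849 genes, low-dose zalfermin 194, 213, 193, 201, 218, 252, 209 and 229 without mice 1 to 8 in turn, low-dose semaglutide 22, 57, 33, 3, 33, 0, 0 and 87 in the same order, the combination 3137 to 3353, high-dose zalfermin 2580 to 2773 and high-dose semaglutide 491 to 651 (518 without mouse 8).

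In the 8 edgeR fits that each left out 1 low-dose semaglutide mouse, candidate genes past the threshold ranged from 93 to 94 for chow, 0 to 2 (without mouse 6) for low-dose zalfermin, 0 to 0 for low-dose semaglutide, 46 to 49 for the combination, 48 to 52 for high-dose zalfermin and 5 to 8 for high-dose semaglutide. Lower ECM genes were 27, 0 to 1 (without mouse 6), 0, 21, 17 to 18 and 4 to 6 in the same order. Medians of the ECM set ranged from -2.50 to -2.48 for chow, -0.60 (without mouse 5) to -0.34 (without mouse 6) for low-dose semaglutide, -0.996 to -0.988 for the combination, -0.90 for high-dose zalfermin, -0.57 to -0.56 for high-dose semaglutide and -0.36 for low-dose zalfermin. Shifts on PC1 were 37.2 to 40.0 for chow, 6.68 to 7.06 for low-dose zalfermin, 5.10 (without mouse 6) to 9.88 for low-dose semaglutide, 13.6 to 14.4 for the combination, 15.1 to 16.1 for high-dose zalfermin and 9.93 to 10.7 for high-dose semaglutide, and on PC2 1.37 to 1.96, 3.26 to 3.48, 2.72 (without mouse 6) to 3.90, 15.3 to 16.3, 10.3 to 11.0 and 4.14 to 4.59. Without mouse 6 the shifts of low-dose semaglutide on PC1 and PC2 and its ECM set no longer passed the threshold.

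The depth of the libraries limits genes near the filter, and the calls of Fgf21 with high-dose zalfermin and of Ccl2, Ccr1 and Cysltr1 with the combination, all under 5 CPM with vehicle, were among those that changed when 1 mouse was left out. DESeq2 was not run on the ECM set as a test of the set or on the reversal of disease genes, and the stricter filter and no filter were not run together. Body weight as a covariate could not be run, as weights could not be joined to these samples.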

Differences from the paper's values

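For low-dose zalfermin the number of DEGs was 66, and the paper's reported value is 221. Of the alternatives set before the data were examined, DESeq2's Wald test (211) came within 1.5 times of the paper's value. The stricter filter (53), DESeq2's size factors (58), no filter (49), the number series as a covariate (123), a fit of only the 2 groups (141) and all fits without 1 mouse (6 to 138) did not. DESeq2 without low-dose semaglutide mouse 6, an alternative chosen after seeing the values, gave 252.

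For high-dose semaglutide the number of DEGs was 343, and the paper's reported value is 649. Of the alternatives set before the data were examined, DESeq2's Wald test (516), the fit without low-dose semaglutide mouse 6 (502) and the fit without high-dose semaglutide mouse 7 (745) came within 1.5 times of it. The stricter filter (340), DESeq2's size factors (326), no filter (263), the number series (294) and a fit of only the 2 groups (378) did not. DESeq2 without low-dose semaglutide mouse 6, chosen after seeing the values, gave 651.

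The number of DEGs of the combination was 44.7 times that of both low doses together, and the paper's reported value is 15. DESeq2's Wald test (13.1) and a fit of only the 2 groups (21.2), both set before the data were examined, came within 1.5 times of it. The stricter filter (55.1), DESeq2's size factors (50.7), no filter (56.9), the number series (23.9) and the fit without low-dose semaglutide mouse 6 (22.7) did not. DESeq2 without low-dose semaglutide mouse 6, chosen after seeing the values, gave 13.3.

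For low-dose semaglutide the number of DEGs was 0, and the paper's reported value is also 0. DESeq2's Wald test with all mice gave 32, the fit without DIO-MASH vehicle mouse 1 gave 2, and DESeq2 without low-dose semaglutide mouse 6, chosen after seeing the values, gave 0. Of the 30 ECM genes, 21 were lower with the combination, and the paper's reported value is 22. That number was reached when adjusting over the list alone, when fitting only the 2 groups, and with DESeq2 without low-dose semaglutide mouse 6, chosen after seeing the values. The variance shares of PC1 and PC2 were 48.8% and 10.3%, and Fig 5A shows about 49% and about 10%, read by eye.

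The sum of reads per mouse averaged 12.1M with an SD of 3.25M, and the paper's reported value is 17M with an SD of 4.5M for mapped reads, which is another measure than reads counted on genes.

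The paper lists Irs1 and Cd36 among the genes that the combination changed. These did not pass the threshold over all 56 mice, with log2 fold changes of 0.53 for Irs1 (adjusted p = 0.0557, from 0.0127 to 0.121 over the alternatives) and -0.36 for Cd36 (0.0640, from 0.0258 to 0.153). DESeq2's Wald test called Irs1 (0.0433) and not Cd36 (0.0536), a fit of only the 2 groups called both Irs1 (0.0127) and Cd36, and the fit without low-dose semaglutide mouse 6 called Cd36 (0.0468). Among the fits that left out 1 other mouse, those without DIO-MASH vehicle mice 3 or 7 or combination mice 2 or 6 called Irs1, and those without DIO-MASH vehicle mouse 7 or combination mouse 4 called Cd36. DESeq2 without low-dose semaglutide mouse 6, chosen after seeing the values, called both Irs1 (0.0380) and Cd36 (0.0356).

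The paper counts matrix metalloproteinases and their tissue inhibitors among the ECM genes that the combination lowered. Of those in the list, Mmp2 and Timp1 passed the threshold, and Mmp9 (0.31, adjusted p = 0.665), Mmp24 (-0.59, adjusted p = 0.444), Timp2 (-0.54, adjusted p = 0.128) and Timp3 (-0.56, adjusted p = 0.144) did not. The paper describes the combination as reversing disease changes in all categories. In glucose metabolism 0 of 9 disease genes moved toward chow past the threshold. Slc2a4 (1.80 with the combination, -2.34 in chow-fed mice) and Vldlr (0.55 with the combination, -0.74 in chow-fed mice) moved away from chow, and Khk, Pygl, Mtor, Ppard, Col5a3 and Irs1 did not differ between chow-fed and DIO-MASH vehicle mice. The paper names Abcb11 and Slc22a7 as raised by zalfermin, and with high-dose zalfermin they had adjusted p-values of 0.122 (Abcb11) and 0.0608 (Slc22a7). Without low-dose semaglutide mouse 6 the value of Slc22a7 was 0.0494.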

Other observations

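Tests chosen only after the result was seen were those on deeper libraries, on the departure from additivity of the mean shift, on dilution by hepatocyte RNA, on fewer stellate cells, and on recovery toward chow of the female-biased genes. Marker lists and all explanations were set by hand, and the results of this part are hypotheses formed and tested on the same data.

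The mice of each comparison were split into the same group sizes 100 times, the real split included. The number of splits with as many genes as the real one was 1 for chow against DIO-MASH vehicle (at most 3205 genes in another split), 1 for low-dose zalfermin (2), 100 for low-dose semaglutide, 1 for the combination (1175), 1 for high-dose zalfermin (72) and 1 for high-dose semaglutide (33). Between treatments it was 1 for the combination against low-dose zalfermin (260), 1 against low-dose semaglutide (85), 1 against high-dose zalfermin (38), 2 against high-dose semaglutide (279, against 266 for the real split), 1 for both high doses (0) and 2 for the interaction (16). As low-dose semaglutide had 0 genes past the threshold, all of its splits reached that number.

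The combination had more genes past the threshold than both low doses together. Simulated additive low doses, with shrunken effects and a fit of 4 groups in place of 7, gave a ratio of 7.38. Additive effects that pass a threshold only together may thus account for part of the excess. The observed ratio was higher, at 44.7 (13.1 with DESeq2's Wald test), and rests on 66 low-dose zalfermin genes, a number that was 6 without low-dose zalfermin mouse 1. Deeper libraries in the combination are not the source, as its median depth was 11979096 reads, against 11993404 for low-dose zalfermin and 12880112 for low-dose semaglutide. A departure from additivity of the mean shift toward chow had a permutation p of 0.234 over the 55 mice, which cannot be told apart from additive effects with 7 to 8 mice per group. On PC1, both low doses summed to 15.2 and the combination reached 14.0 (interaction -1.22, permutation p = 0.816), and over the 55 mice 12.1 and 14.1 (interaction 2.05, permutation p = 0.634).

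For the lower ECM genes in the combination, more hepatocyte RNA that dilutes other cell types would lower Kupffer cell markers as well. These rose by 1.05 z-score units over the 55 mice. A rise of these markers with the treatment itself could hide a dilution. The test therefore cannot exclude dilution for the ECM genes or for the sinusoidal endothelial markers. The hepatocyte score rose, and the scores of the remaining liver cell types given below fell, not all of them past adjustment. The number series was tested by the within-series difference of the ECM score nearest to 0 over the 55 mice, which was -1.02. Fewer hepatic stellate cells, or less active ones, remain a candidate explanation, as the stellate cell score fell along with the ECM score and the gap between both falls was 0.211 (exact permutation p = 0.273, and 0.200 with p = 0.296 by the same exact test over 56 mice). The median log2 fold change was -0.62 for 10 stellate genes. Activity and number of these cells were not separated.

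Over all 56 mice and 66 tests, the marker scores of the combination differed from DIO-MASH vehicle by 1.17 for hepatocytes (exact permutation p = 0.00016, adjusted p = 0.00093, 8 of 8 mice), -0.897 for hepatic stellate cells (exact permutation p = 0.00047, adjusted p = 0.0022, 8 of 8), 1.06 for Kupffer cells (exact permutation p = 0.0112, adjusted p = 0.0321, 8 of 8) and -0.726 for monocyte-derived macrophages (exact permutation p = 0.00093, adjusted p = 0.0038, 7 of 8). Scores that did not pass after adjustment were -0.664 for sinusoidal endothelial cells (exact permutation p = 0.0472, adjusted p = 0.101, 6 of 8), -0.373 for cholangiocytes (exact permutation p = 0.245), -0.258 for T cells (exact permutation p = 0.463, 4 of 5 genes kept), -0.772 for B cells (exact permutation p = 0.195) and -0.372 for red blood cells (exact permutation p = 0.227). The pancreas list (-1.35) and the adipocyte list (-1.81) kept 1 of 5 genes and say nothing about these tissues. The hepatocyte and macrophage lists each share 1 gene with the candidate genes (Pck1 and Ccr2), and 5 of 6 cholangiocyte genes are also in another list. Within number series A, B and C over the 55 mice, the sinusoidal score differed by -0.217, -1.13 and -0.378.

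The paper does not report on genes with a sex bias in liver. In the male mice of the combination, the score of 20 female-biased genes was higher than in DIO-MASH vehicle mice by 0.948 (exact permutation p = 0.00016, adjusted p = 0.0023 over 30 tests, 8 of 8 mice, 55 mice) and that of 17 male-biased genes was lower, at -0.784 (exact permutation p = 0.0037, adjusted p = 0.0124, 8 of 8). The rise of the female-biased score is not particular to the combination, as the score was also higher with high-dose zalfermin by 0.772 (exact permutation p = 0.00031, adjusted p = 0.0023, 8 of 8 mice) and with high-dose semaglutide (exact permutation p = 0.0031, adjusted p = 0.0117, 7 of 8 mice). The male-biased score differed from vehicle by -0.0718 with high-dose zalfermin (exact permutation p = 0.767) and by 0.00533 with high-dose semaglutide (exact permutation p = 0.983). The difference between both scores was 1.73 with the combination (exact permutation p = 0.00031, adjusted p = 0.0023, 8 of 8 mice), 0.843 with high-dose zalfermin (exact permutation p = 0.0263, adjusted p = 0.0606) and 0.488 with high-dose semaglutide (exact permutation p = 0.184). At the threshold over all genes, 12 of 20 female-biased genes were higher (median log2 fold change 1.21 over the 20) and 5 of 17 male-biased genes lower (median -0.89 over the 17). For the low-dose interaction the medians were 0.51 and -0.91, with 0 genes of either list past the threshold. Tested as a set, the male-biased list had an unadjusted fry p of 0.0291 for the interaction, with 1 of 17 genes higher. The female-biased list had an unadjusted fry p of 0.0878. Over all 56 mice these fry values were 0.0190 and 0.126.

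Mice of another sex do not explain this, as Ddx3y was at 43.3 CPM or more in each of the 56 mice. Recovery toward chow would lower the male-biased genes in chow-fed mice, where their score was 1.14 higher than with vehicle (exact permutation p = 0.0042, adjusted p = 0.0126, 7 of 8 mice), and the female-biased score of the combination exceeded that of chow-fed mice by 0.773 (exact permutation p = 0.0104, 8 of 8 mice). The within-series difference nearest to 0 was 1.03 (2.07, 1.09 and 1.03 in series A, B and C), and without paralog families the difference was 1.58. Weaker growth hormone signalling would lower growth hormone target genes, whose score of 4 genes was 0.961 higher with the combination (exact permutation p = 0.0020). Within series B the difference was 0.212. The score was also higher in chow-fed mice (1.52), with high-dose zalfermin (0.883) and with high-dose semaglutide (0.739). Recovery toward chow could thus raise it, and the test cannot exclude weaker signalling. A change in the pattern of growth hormone secretion, or in other regulators of these genes, may be involved and was not tested.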
